# Cholestasis-induced phenotypic transformation of neutrophils contributes to immune escape of colorectal cancer liver metastasis

**DOI:** 10.1186/s12929-024-01052-3

**Published:** 2024-06-29

**Authors:** Li Sun, Nanyan Yang, Zhihong Liu, Xiandong Ye, Mengting Cheng, Lingjun Deng, Junhao Zhang, Jingjing Wu, Min Shi, Wangjun Liao

**Keywords:** Bile acids, Cholestasis, Colorectal cancer liver metastasis, Neutrophil, Tumor microenvironment

## Abstract

**Background:**

Cholestasis is a common yet severe complication that occurs during the advancement of liver metastasis. However, how cholestasis impacts the development, treatment, and tumor microenvironment (TME) of liver metastasis remains to be elucidated.

**Methods:**

Extrahepatic and intrahepatic cholestatic mouse models with liver metastasis were established to detect the differential expression levels of genes, infiltration of immune cells and change in bile acid-associated metabolites by using RNA-Sequencing, flowcytometry, and liquid chromatography and mass spectrometry. Western blot was applied to neutrophils under the stimulation of primary bile acids (BAs) in vitro to study the mechanism of phenotypic alteration. In vitro coculture of BA-treated neutrophils with CD8^+^ T cells were performed to study the immune-suppressive effect of phenotypic-altered neutrophils. Clinical samples collected from colorectal cancer patients with liver metastasis and cholestasis were applied to RNA-Seq.

**Results:**

Compared to non-cholestatic mice, the progression of liver metastasis of cholestatic mice was significantly accelerated, which was associated with increased neutrophil infiltration and T-cell exclusion. Both neutrophils and T cells expressed higher immunosuppressive markers in the cholestatic mouse model, further indicating that an immunosuppressive tumor microenvironment was induced during cholestasis. Although neutrophils deletion via anti-Ly6G antibody partially hindered liver metastasis progression, it reduced the overall survival of mice. Tauro-β-muricholic acid (Tβ-MCA) and Glycocholic acid (GCA), the two most abundant cholestasis-associated primary BAs, remarkably promoted the expression of Arg1 and iNOS on neutrophils via p38 MAPK signaling pathway. In addition, BAs-pretreated neutrophils significantly suppressed the activation and cytotoxic effects of CD8^+^ T cells, indicating that the immunosuppressive phenotype of neutrophils was directly induced by BAs. Importantly, targeting BA anabolism with Obeticholic acid (OCA) under cholestasis effectively suppressed liver metastasis progression, enhanced the efficacy of immune checkpoint blockade, and prolonged survival of mice.

**Conclusions:**

Our study reveals the TME of cholestasis-associated liver metastasis and proposes a new strategy for such patients by targeting bile acid anabolism.

**Graphical Abstract:**

Schematic model depicting the proposed mechanism of cholestasis-mediated progression of colorectal liver metastasis.

As cholestasis progresses, excessive primary bile acids that accumulate in the liver intoxicates hepatocytes, which lead to exacerbated release of chemokines, particularly CXCL2 and CXCL5. Neutrophils are then accumulated by CXCL2 and CXCL5 and undergo an immunosuppressive-phenotypic alteration induced by direct stimulation of BAs via activating the p38 MAPK signaling pathway, which eventually led to the dysfunction of T cells and progression of LM. Targeting bile acid anabolism can effectively restore the immune-activated microenvironment and prevent the progression of LM.

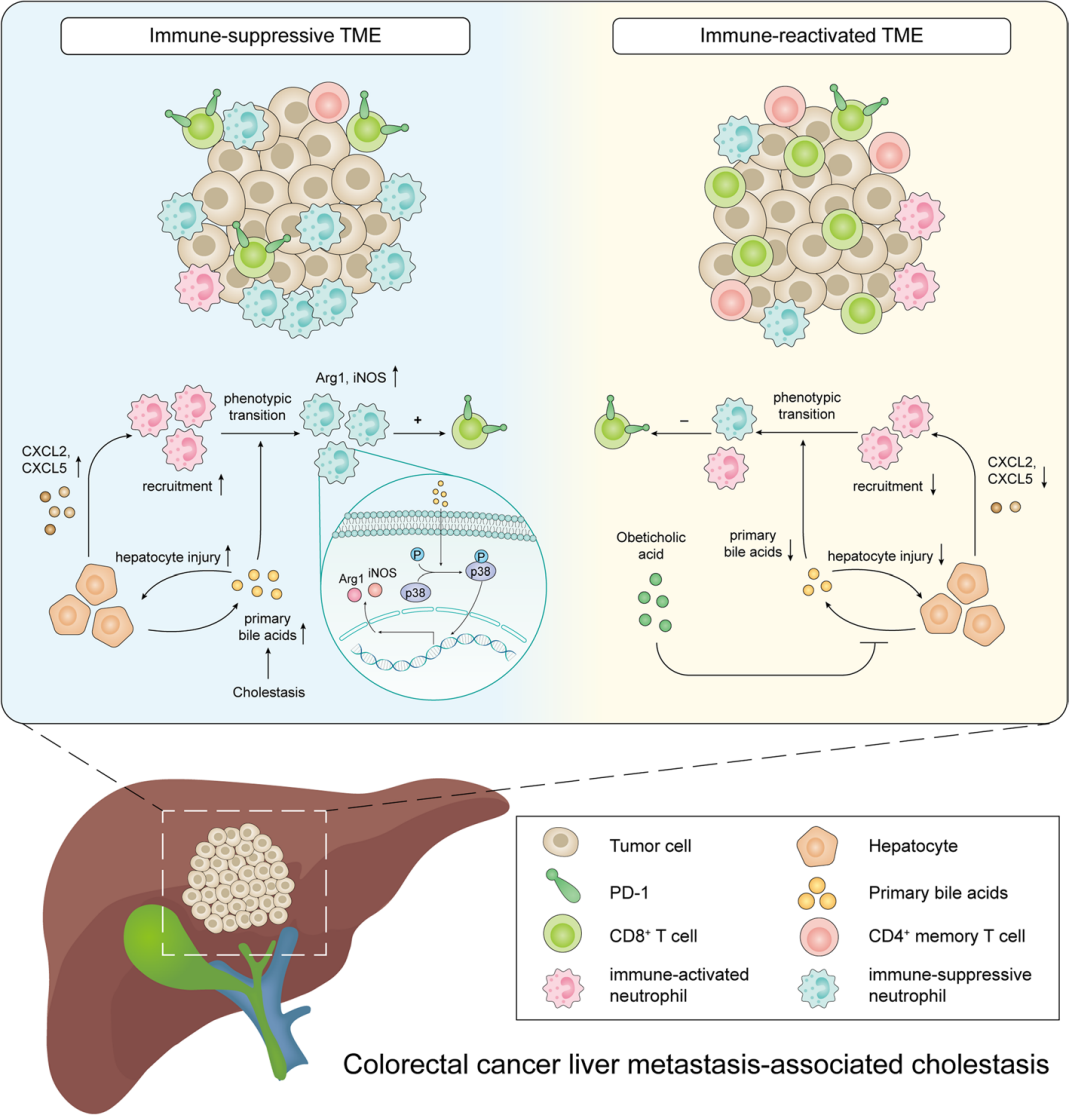

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12929-024-01052-3.

## Background

Liver metastasis (LM) has become a major cause of death in colorectal cancer (CRC), stomach cancer, lung cancer, etc. Approximately 80–90% of patients with metastatic colorectal cancer are present with nonresectable LM [1]. Cholestasis, biliary obstruction or obstructive jaundice secondary to colorectal cancer liver metastasis (CRLM), ceased chemotherapy or other treatments for patients which further lead to poor prognosis. Median survival after the onset of jaundice is only around one month even when supported with care [2]. Unfortunately, there is a lack of efficient strategies to improve the clinical outcomes of patients, especially those who cannot undergo biliary drainage. Even the patients were to undergo functional biliary drainage, the median survival is less than four months [3]. Consequently, there is an urgent need to explore novel effective therapeutic strategies to improve the long-term survival of these patients.

The tumor microenvironment (TME) is constantly interacting with tumor cells, which significantly effects tumor development and tumor response to immune checkpoint blockade (ICB) or other interventions [4–7]. The TME is associated with various non-cancerous cells as well as tissue mechanical and chemical properties, which include various metabolites. The decompensation of bile acid metabolism is the core pathological feature of cholestasis, manifesting increased total bile acids (TBA) levels, impaired bile acid (BA) secretion, and accumulation of primary and secondary BAs in the liver [8]. Owing to the lipophilic and detergent properties of BAs, their excessive accumulation in the liver can cause liver injury and inflammation by disrupting the plasma membrane and activate a series of inflammatory signaling pathways, DNA damage, which eventually leads to hepatocarcinoma and CRC [8]. BAs and metabolites can influence various immune cells. For instance, the derivatives of lithocholic acid control the differentiation of T helper cells and regulatory T cells [9] and the activation of NLRP3 of bone-marrow derived macrophages [10]. The accumulation and function of natural killer T cell (NKT) cells is correlated with secondary bile acids [11]. Furthermore, in response to cholestatic liver injury, mast cells infiltrate the liver and activate hepatic stellate cells (HSCs) to increase the expression of α-smooth muscle actin (α-SMA), fibronectin-1, and collagen [12]. In primary biliary cirrhosis, myeloid-derived suppressive cells (MDSCs) are associated with liver fibrosis and dysfunction of cytotoxic T cells [13]. During bile duct obstruction, neutrophils can recruit and activate T helper cell that expresses IL-17α (Th17) that contributes to local inflammation [14]. Nonetheless, it is unknown about the change of bile acid spectrum in colorectal liver metastasis during cholestasis and how it in turn influences the TME.

In order to investigate the potential impact of cholestasis and dysregulation of bile acid metabolism on CRLM, we have established the extrahepatic and intrahepatic cholestatic liver metastatic mouse models and analyzed clinical data. Moreover, the role and mechanisms of neutrophils in establishing the immunosuppressive TME were investigated. It is discovered that during cholestasis, neutrophils are significantly recruited and in turn impair the function of CD8^+^ T cells, which eventually leads to an immunosuppressive TME and augmented LM. Controlling neutrophil phenotype switching by influencing the synthesis of BAs may offer new opportunities for therapeutic strategies in LM under cholestasis.

## Methods

### Patient samples

All CRLM patients enrolled in the study were admitted to the Oncology Department of Nanfang Hospital, Guangdong, P.R. China during 2017-2021. A total of 37 samples (13 cholestatic and 24 non-cholestatic samples) were collected from 11 cholestatic and 19 non-cholestatic patients. The basal information of patients (demography) presenting cholestasis and disease features were provided in Supplementary Table S1. Six paired non-cholestatic and cholestatic samples were collected from five patients who had developed from non-cholestatic to cholestatic conditions during the disease. The paraffin-embedded tumor samples were obtained from seven patients with cholestasis and eight patients without cholestasis. Among the seven patients with cholestasis, two presented with cholestatic-associated CRLM before chemotherapy, whereas the remaining five developed cholestasis during disease progression. The CRC liver metastatic samples were collected from the patients using percutaneous transhepatic puncture biopsy for pathological examination, immunohistochemistry, immunofluorescence, and RNA-sequencing (RNA-Seq) studies. The therapeutic effects were evaluated according to the Response Evaluation Criteria in Solid Tumors (RECIST) version 1.1 [15]. The criteria to determine cholestasis included any of the following: 1) direct bilirubin (DBIL) > 13 μmol/L; 2) total bilirubin (TBIL) > 22.24 μmol/L; and 3) total BA > 10.0 μmol/L. As for the Kaplan Meier analysis of progression-free survival (PFS), 2 patients were excluded due to lack of survival data.

The use of human CRLM tumor tissues, and blood samples of healthy donors and mCRC patients with or without cholestasis was approved by the institutional review board at Southern Medical University Nanfang Hospital and complied with all relevant ethical regulations. Written informed consent was obtained from all patients.

### Animals

Female C57BL/6 mice of 4 to 6 weeks old were purchased from Guangdong Animal Center.

### Cholestasis model

To establish the extrahepatic cholestasis model, the bile duct ligation (BDL) surgery was performed as described [16]. Briefly, mice were first anesthetized. Then, a median abdominal incision was cut and the common bile duct was identified. The duct was dissected carefully and doubly ligated with 7–0 Prolene (Ethicon, Somerville, NJ). In the sham operation group, the duct was dissected without ligation. The abdominal incision was closed in two-layer sand wiped with alcohol swab after surgery. The mice were kept warm until recovery and treated as indicated [17].

For the intrahepatic cholestasis model, the mice were intragastrically administered 75 mg/kg of α-naphthylisothiocyanate (ANIT) dissolved in 100 μL olive oil for only once [18].

### Liver metastasis model

To achieve LM in vivo, 5 × 10^5^ (50 μL) MC38 or Panc02 cells were injected into the spleen or 2.5 × 10^5^ (50 μL) cells were directly injected into the liver capsule per mouse. The tumor cell inoculation was performed two days later, two days in advance, or simultaneously with BDL surgery, as indicated in the different models.

## Neutrophil depletion, obeticholic acid (OCA) treatment, and anti-PD1 treatment

To achieve systemic neutrophil depletion, the mice were intraperitoneally injected with anti-Ly6G antibody (first dose 400 μg on day 0, the rest doses 100 μg on day 1, 2, 4, and 6). To alleviate cholestasis, OCA was intragastrically administered to mice at a dose of 30 mg/kg every day. For anti-PD1 treatment, mice were intraperitoneally injected with 200 μg anti-PD-1 antibody every three days for three times before being sacrificed.

### Cell lines and culture

The murine colon cancer cell line MC38, murine pancreatic cancer cell line Panc02, and human colon cancer cell line DLD1were purchased from ATCC (Manassas, VA, USA). DLD1 were cultured with RPMI 1640 supplemented with 10% fetal bovine serum (FBS). MC38 and Panc02 were cultured with DMEM supplemented with 10% FBS. Cell line authentication and mycoplasma testing were routinely performed for all cell lines.

### Isolation and culture of mouse hepatic cells

Hepatocytes were isolated as described [19]. Briefly, the liver was perfused with solution I (1 L HANKS solution I supplemented with Heparin sodium 0.1g) and Solution II (50 mL DMEM supplemented with CaCl2·H2O 0.029g and Collagenase IV 0.025g) for 5 min. Then the liver was grinded and filtered through a 70 μm mesh nylon strainer and later centrifuged at 50g/ 2 min, 4°C for 2 times for optimal hepatic cell-purification. Hepatic cells were seeded into a 6-well plate precoated with Collagen IV at a density of 2 × 10^6^. Culture medium contained 10% FBS, 100 nM dexamethasone, 2 mM glutamine and 1% penicillin/streptomycin solution. After 4 h of adhesion, unattached cells and medium were removed and replaced with fresh culture medium. The remaining adherent cells were hepatic cells.

Primary hepatocytes were stimulated with 200 μM Taurocholic acid (TCA) or 200 μM Glycocholic acid (GCA) for 24 h.

### Isolation of mouse neutrophils and T cells

To collect mouse neutrophils, bone marrow cells were flushed from femur and tibia with PBS. Cell suspension was removed of clumps and centrifuged with neutrophil separating medium and then purified with EasySep mouse neutrophil enrichment kit following manufacturer’s protocol.

To collect mouse T cells, isolated spleens were grinded on a 70 μm mesh nylon strainer and washed with phosphate-buffered saline (PBS). Cell suspension was enriched via murine lymphocyte isolation medium the murine CD8^+^ T cells specific magnetic beads according to manufacturer’s procedures.

### Isolation of human neutrophils and T cells

A total of 40 mL of peripheral blood was collected from healthy donors. Human neutrophil separating medium and human CD8^+^ T cells magnetic beads were used for purification.

### Co-stimulation and culture of T cells

Murine and human T cells were cultured with RPMI 1640 supplemented with 10% fetal bovine plasma, 30 U/mL interleukin-2 (IL-2) and 200 μM L-glutamine. Mice T cells were activated with CD3/CD28, while human T cells were activated with CD3/CD28 for 3 days before further assays.

### Bile acids or p38 inhibitor stimulation

Bile acids added into culture medium respectively for 24 h of stimulation: TCA 200 μM, GCA 200 μM, Tauro-β-muricholic acid (Tβ-MCA) 200 μM. The p38 Mitogen-activated protein kinase (p38 MAPK) inhibitor SB203580 and SB202190 were added into medium of certain groups of mice and human neutrophils or lymphocytes in a concentration of 50 nM.

### Coculture of neutrophils and T cells

CD8^+^ T cells were primed using CD3/CD28 for 3 days. Neutrophils were stimulated with bile acids or p38 MAPK inhibitor SB203580/SB202190 for 12 h before use. Then the primed-CD8^+^T cells and bile acids-stimulated neutrophils were removed of previous culture medium before being cocultured in the same petri dish for 24 h using T cell culture medium (supplemented with IL-2 and L-glutamine).

### Cell killing assay of T cells/ Tumor cell apoptosis assay

MC38 and DLD1 were pre-seeded in a 6-well plate at a density of 2.5×10^5^ cells/well one day before coculturing with murine or human CD8^+^ T cells. After neutrophil-CD8^+^ T cell coculture for 24h, CD8^+^ T cells were isolated from neutrophils using magnetic beads as described above. Then CD8^+^ T cells counted and diluted to reach a number 4 times more than the seeded tumor cells (CD8^+^ T cells: tumor cells = 4:1). CD8^+^ T cells were seeded in the wells with tumor cells to achieve direct coculture for 24 h. At last, all cells were collected and dyed with Annexin V/ PI for flow cytometry.

### RNA sequencing analysis (RNA-Seq)

The liver metastases tissues of CRC patients, liver metastases tissue of Sham/BDL mice, and neutrophils stimulated with different BAs were sequenced and analyzed (Geneplus-Beijing Co. Ltd., Beijing, P. R. China for patient samples; Guangzhou Gene Denovo Biotechnology Co. Ltd., Guangdong, P. R. China for mouse liver metastatic tissues, and Wuhan Seqhealth Co., Ltd., Hubei, P. R. China for stimulated neutrophils). Raw sequencing data was first filtered by Trimmomatic (version 0.36). Reads mapped to the exon regions of each gene were counted by featureCounts (Bioconductor) before RPKM was calculated. Genes differentially expressed between groups were identified using the edgeR package (version 3.12.1). A *p*-value cutoff of 0.05 and Fold-change cutoff of 2 were used to judge the statistical significance of gene expression differences. Gene ontology (GO) analysis and Kyoto encyclopedia of genes and genomes (KEGG) enrichment analysis for differentially expressed genes were both implemented by KOBAS software (version 2.1.1) with a *P*-value cutoff of 0.05.

### Liquid Chromatograph Mass Spectrometry (LC/MS)

Liver and blood bile acids were detected by LC/MS. The whole liver metastatic tumor and 450 μL peripheral blood of each mouse were collected. Mouse peripheral blood was centrifuged at 450 g for 10 min at 4 °C. Plasma were further extracted and performed with LC/MS analysis as described [20] by Metware Biotechnology Co., Ltd. (Wuhan, China).

### Flow cytometry and Fluorescence activated Cell Sorting (FACS)

Single-cell suspension was obtained from mice liver or human peripheral blood as described above. Cells were dyed with flow cytometric antibodies for neutrophils (mouse: CD45^+^Ly6G^+^CD11b^+^, human: CD45^+^CD66b^+^CD11b^+^), effector memory T cells (CD4^+^CD44^+^CD62L^-^) and CD8^+^ T cells. CD8^+^T cells were labeled with carboxyfluorescein diacetate succinimidyl ester (CFSE) for proliferation investigation. Flowjo VX app was used to analyze the results. Antibodies were listed in supplementary Table S2.

### Immunofluorescence

Tissues sections obtained from paraffin-embedded mouse and human CRLM tissues were stained with antibodies as indicated.

Neutrophils were planted on confocal dishes and cultured before being fixed and penetrated using 10% Triton-X. Then cells were stained with antibodies as indicated. Antibodies were listed in supplementary Table S2. All immunofluorescent samples were observed and photographed using Olympus confocal microscope.

The immunofluorescent score of tissue-slide samples considered only the number of immune cells marked by antibodies with immunofluorescent labels. Five random fields were photographed and the number of fluorescent cells per field were counted. The immunofluorescent score for neutrophils considered the ratio of mean fluorescent intensity (MFI) of neutrophils per field. To be specific, the MFI of iNOS, Arg1, Ly6G or CD66b were quantified by Image J 8.0. The final immunofluorescent score of iNOS in murine neutrophils = iNOS MFI/Ly6G MFI; iNOS MFI/CD66b MFI in human neutrophils. And so on for Arg1.

### Immunohistochemistry, H&E staining and sirius red staining

For immunohistochemistry, paraffin-embedded tissue slides of mice liver metastatic tumors and subcutaneous tumors of different groups were dewaxed, and performed with antigen retrieval according to standard procedures. Tissues were stained with antibodies for 16 h before being washed and incubated with Goat HRP antibodies. At last, tissues were stained with DAB and hematoxylin before being washed, dehydrated and sealed in neutral balsam. The immunohistochemical staining results were mean scores considering only the number of immune cells marked by 3,3’-diaminobenzidine (DAB). Under different magnification, 5 random fields were photographed and the number of brown-marked cells per field were counted.

H&E staining of tumor tissue was performed as described. Briefly, tissue slides were fully dewaxed then washed with PBS. Then, tissues slides were stained with hematoxylin and eosin (H&E). At last, they were dehydrated and sealed.

Sirius Red staining of tumor tissue for fibrous tissue was performed following manufacturer’s instructions.

### Enzyme-linked immune sorbent assay (ELISA)

ELISA assays were performed to investigate the chemokines and cytokines expression of neutrophils and hepatocytes following standard manufacturer’s procedures.

### Western blot

Proteins of neutrophils stimulated with bile acids and p38 MAPK inhibitor SB203580/ SB202190 were extracted using protein extraction kit following manufacturer’s protocol. Western blot was performed according to standardized protocol as described. Antigen were listed in supplementary Table S2.

### Quantitative Real-time Polymerase Chain Reaction (qPCR)

Ribonucleic acid (RNA) of neutrophils stimulated with bile acids and p38 MAPK inhibitor SB203580/SB202190 were extracted using RNA extraction kit following manufacturer’s instructions. RNA was reversed into cDNA before 40 cycles of amplification and quantification. Relative gene expression levels were quantified based on the cycle threshold (Ct) values normalized to the reference gene β-actin or glyceraldehyde-3-phosphate dehydrogenase (GAPDH). Primer sequences were listed in supplementary Table S3.

### Patient clusters identifying

The colon cancer data from the Cancer Genome Atlas (TCGA) were downloaded from the UCSC Xena browser (GDC hub: https://gdc.xenahubs.net). Updated clinical data and sample information of TCGA-COAD samples were obtained from UCSC Xena browser. The RNA-sequencing data (FPKM values) of the TCGA-COAD were transformed into transcripts per kilobase million (TPM) values before further analysis. The differentially expressed genes (DEGs) of TCGA-COAD were analyzed using the “DESeq2” R package [21]. Then DEGs were performed with univariate Cox survival analysis, genes that are significantly correlated with the survival of TCGA-COAD (*p* < 0.05) were selected and referred to as “survival related DEGs” for further analysis.

Bile acid metabolism genes were collected from the MSigDB database [22], p38 MAPK signaling genes were collected from GeneCards website (https://www.genecards.org/), tumor-associated neutrophil genes were provided by Zhang etl [23]. The three gene sets were first merge as one gene set. The merged gene set was then intersected with the “survival related DEGs” and generated a final list of 8 genes (Supplementary Table S4). Then, patients of TCGA-COAD were performed with unsupervised clustering methods (K-means) [24] to identify two distinct patient clusters. The two groups of patients “BPNC 1” and “BPNC 2” were performed with Kaplan–Meier survival analysis. The ImmuneScore is calculated as described [25].

### Bioinformatics analysis

All RNA-Seq count data were analyzed using R 4.1.0. The gene expression matrix (normalized to TPM and FPKM) was processed using the sva R package [26] to account for the batch effects. The R package DESeq2 [21] was used for all DEGs analyses. The Benjamini–Hochberg [27] correction was applied to convert the *P*-values to adjusted *P*-values. Gene set enrichment analysis (GSEA) [28] was performed using the R package clusterProfiler [29]. The immune cell infiltration was analyzed using the R package IOBR, which consists of the CIBERSORT TME deconvolution method (https://github.com/IOBR/IOBR) [30].

### Statistics

Data analysis was performed using the GraphPad Prism software (version 8.0). For animal studies, the unpaired Student’s t-test was used to compare the mean between the two groups, and the Kaplan–Meier test was used to determine the survival rate. The correlation coefficients were computed using Spearman’s correlation and distance correlation analyses. For comparisons of more than two groups, one-way ANOVA was used for parametric methods. For human subjects, statistics comparing different parameters were determined using the Chi-square test, whereas the progression-free survival was determined using the Kaplan–Meier analysis. The differences were considered statistically significant when the *P*-values were determined to be less than 0.05 for two-tailed *t-test*.

## Results

### Cholestasis contributes to liver metastasis of colorectal cancer

To explore the potential correlation between cholestasis and colorectal cancer liver metastasis, we screened the computed tomography of 30 patients diagnosed with colorectal cancer liver metastasis (CRLM) and classified them as non-cholestatic and cholestatic according to serum level of total bile acids (TBA), total bilirubin (TBIL), direct bilirubin (DBIL), alkaline phosphatase (ALK), alanine aminotransferase (ALT), and aspartate aminotransferase (AST). The clinical and demographic characteristics of patients diagnosed with CRLM is listed in supplementary Table S1. Patients with cholestasis were observed with slightly more frequent KRAS mutation, higher T stage and less primary tumor resection, indicating a more malignant biological behavior of the tumor, which further contributed to a shorter survival (Supplementary Table S1). Consistent with the clinical characteristics, CRLM with cholestasis developed aggressively and responded poorly to anti-tumor therapy (Fig. 1A), with a decreased median PFS (11 vs. 4 months, *P* < 0.001, Fig. 1B), and poorer treatment response (52.9% vs. 9%, Fig. 1C). These results suggest that cholestasis mediated CRLM progression, while the underlying mechanisms remain unclear.

**Fig. 1:**
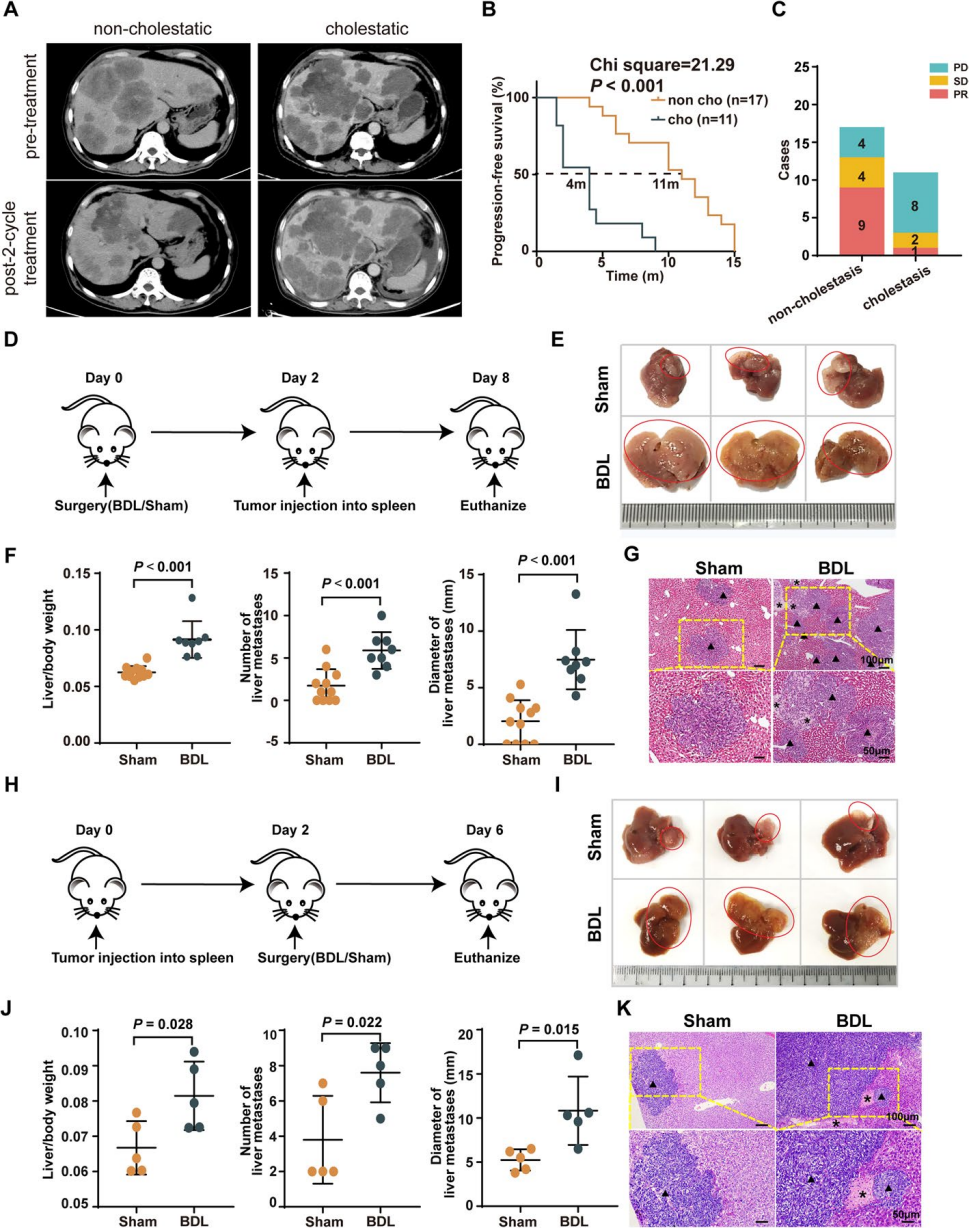
Biliary obstruction contributed to liver metastasis of colorectal cancer. **A** Representative CT images of non-cholestatic and cholestatic colorectal cancer liver metastasis patients. **B** Kaplan–Meier analysis of the progression-free survival of patients with non-cholestatic (*n* = 17) and cholestatic (*n* = 11) LM. Log-rank test. **C** Cases of first-line therapeutic response of CRLM patients. PR, partial response; SD, stable disease; PD, progressive disease. **D** Female C57BL/6 mice were subjected to Sham/BDL surgery before being administered an intrasplenic injection of MC38 tumor cells to form LM, and were euthanized on day 8 (BT model). **E** Representative images of LM described in panel (**D**). **F** Quantitation of liver/body weight ratio, tumor nodules, and diameters of LM of the BT model mice (*n* = 11 and 8 for Sham and BDL groups, respectively). **G** Representative images of the HE-staining of LM sections described in panel (**D**). **H** C57BL/6 mice were administered an intrasplenic injection of MC38 tumor cells to form LM before receiving the Sham/BDL surgery, and were euthanized described in panel (**H**). Data represent mean ± SD of 3 biologically independent experiments (Two-tailed t test). Sham, sham surgery; BDL, bile duct ligation surgery; asterisk, liver injury; arrowheads, tumor metastases; asterisks, apoptotic lesionson day 6 (TB model). **I** Representative images of LM described in (**H**). **J** Quantitation of liver/body weight ratio, tumor nodules, and diameters of LM of the TB model mice (*n* = 5 per group). **K** Representative images of the HE-staining of LM sections

In order to verify the role of cholestasis on CRLM progression. Cholestasis CRLM mice model was further constructed by BDL surgery (extrahepatic cholestasis) and ANIT feeding (intrahepatic cholestasis) according to the previous study [16]. Cholestasis caused by disease-associated obstruction of the common bile duct is defined as extrahepatic cholestasis, whose feature could be recapitulated by BDL surgery (extrahepatic cholestasis, Fig. 1D, H). Cholestasis resulted from damage or obstruction of various hepatic duct within the liver is referred to as intrahepatic cholestasis, which could be established via oral gavage of ANIT, a chemical that induces acute hepatic duct damage and necrosis of hepatocytes (intrahepatic cholestasis, Supplementary Fig. S2A, S2D) [18]. These two models represent the different clinical situation in patients with cholestasis. Both BDL- and ANIT-subjected mice were observed with decreased vitality, poor appetite and survival, increased plasma concentrations of ALT, AST, TBIL, and DBIL (Supplementary Fig. S1A-1B). Furthermore, accumulation of collagen in liver tissues, especially in areas adjacent to the hepatic duct, was observed 8 days post-BDL surgery, which is consistent with previous findings that chronic cholestasis can induce fibrosis and cirrhosis (Supplementary Fig. S1C). The metastatic tumor in the liver was verified by CK19 immunochemical staining (Supplementary Fig. S1D). Therefore, these results demonstrated that extrahepatic and intrahepatic cholestasis model was successfully established.

To study the interaction between cholestasis and LM, murine colon cancer cells MC38 were injected into the spleen 2 days after Sham/BDL (BT model, Fig. 1D). Mice were euthanized and organs were collected at the 8th day (Fig. 1D). It was discovered that BDL-subjected mice had larger metastatic tumors (Fig. 1E, F) than those of the Sham mice. Besides, HE staining (Fig. 1G) and CK19 immunochemical staining which refers to tumor lesions (Supplementary Fig. S1D) further confirmed the pro-tumor role of BDL at pathological level. Moreover, liver necrosis and ballooning degeneration (Fig. 1G) were more frequently detected in the tissues of BDL-subjected mice than in those of Sham mice, which was consistent with cholestatic hepatic injury. On the other hand, ANIT-treatment model prior to MC38 inoculation (Supplementary Fig. S2A, AT model) was established. In consistent with BDL surgery, ANIT-induced cholestasis enhanced the liver metastasis of CRC (Supplementary Fig. S2B–2C). These results implied that cholestasis induced either by BDL surgery or ANIT oral gavage is a pro-tumor factor towards colorectal cancer liver metastasis.

Cholestasis usually progresses along with the development of liver tumors or metastatic lymph nodes, which causes detortion of intrahepatic biliary ducts, as well as obstruction of the common bile duct, inhibiting normal bile flow. Therefore, to evaluate whether the initiation time point of cholestasis had an impact on the development of LM in CRC, several additional tumor models with different obstruction locations and initiation time points were established. Mice were first injected with MC38 cells before performed with Sham/BDL surgery (Fig. 1H, TB model). In consistent with the BT model, the results of TB model showed that BDL surgery enlarged the diameter of metastases of MC38-liver tumor, increased the liver/body weight ratio and total metastases nodes (Fig. 1I-K). In consistent with the TB model, ANIT oral gavage two days after MC38 inoculation (Supplementary Fig. S2D, TA model) also enlarged the diameters and weight of metastatic lesions significantly (Supplementary Fig. S2E-2F). These results indicate that, regardless of initiating before or after the formation of liver metastasis, cholestasis could accelerate the progression of liver metastasis. Therefore, we mainly focused on the model in which cholestasis was established prior to LM formation, the BT model.

To study the impact of cholestasis on the variety of liver metastases, we established orthotopic inoculation of colon cancer cell MC38 on the liver (liver capsule injection model). MC38 cells were injected into mice’s liver capsule and observed after 7 days (Supplementary Fig. S2G). In consistent with the previous results, MC38 tumor sizes were larger in BDL mice (Supplementary Fig. S2H-2I). To study if cholestasis could impact liver metastases of other pathological characteristics, the murine pancreatic carcinoma cell line Panc02 were injected into the liver capsule of mice. We observed similar results (Supplementary Fig. S2J-2L).

Together, these results indicated that regardless of the initial time of cholestasis, tumor types or metastatic routes, cholestasis accelerates the development of liver metastasis.

### Microenvironment of CRC LM during cholestasis develops into immunosuppressive TME

To gain insight into the mechanisms underlying cholestasis-associated CRC LM, the MC38-induced metastatic tumors from the BT model were analyzed through RNA-sequencing. The GO and KEGG pathway analyses indicated that the downregulated genes were mostly associated with the positive regulation of immune processes such as lymphocyte differentiation, proliferation, and activation (Fig. 2A, Supplementary Fig. S3A). Immune activation-associated genes and signaling pathways including interferon α (IFN-α) and interferon γ (IFN-γ), and positive regulation of T cell activation were downregulated in the BDL-subjected group (Supplementary Fig. S3B). Moreover, CIBERSORT analysis demonstrated that the infiltration of effector CD4^+^ memory T cells and CD8^+^ T cells, which contribute to the immune-killing effect [7], was significantly decreased, while infiltration of neutrophils was remarkably increased in the CRC LM of BDL-subjected mice (Fig. 2B).

**Fig. 2:**
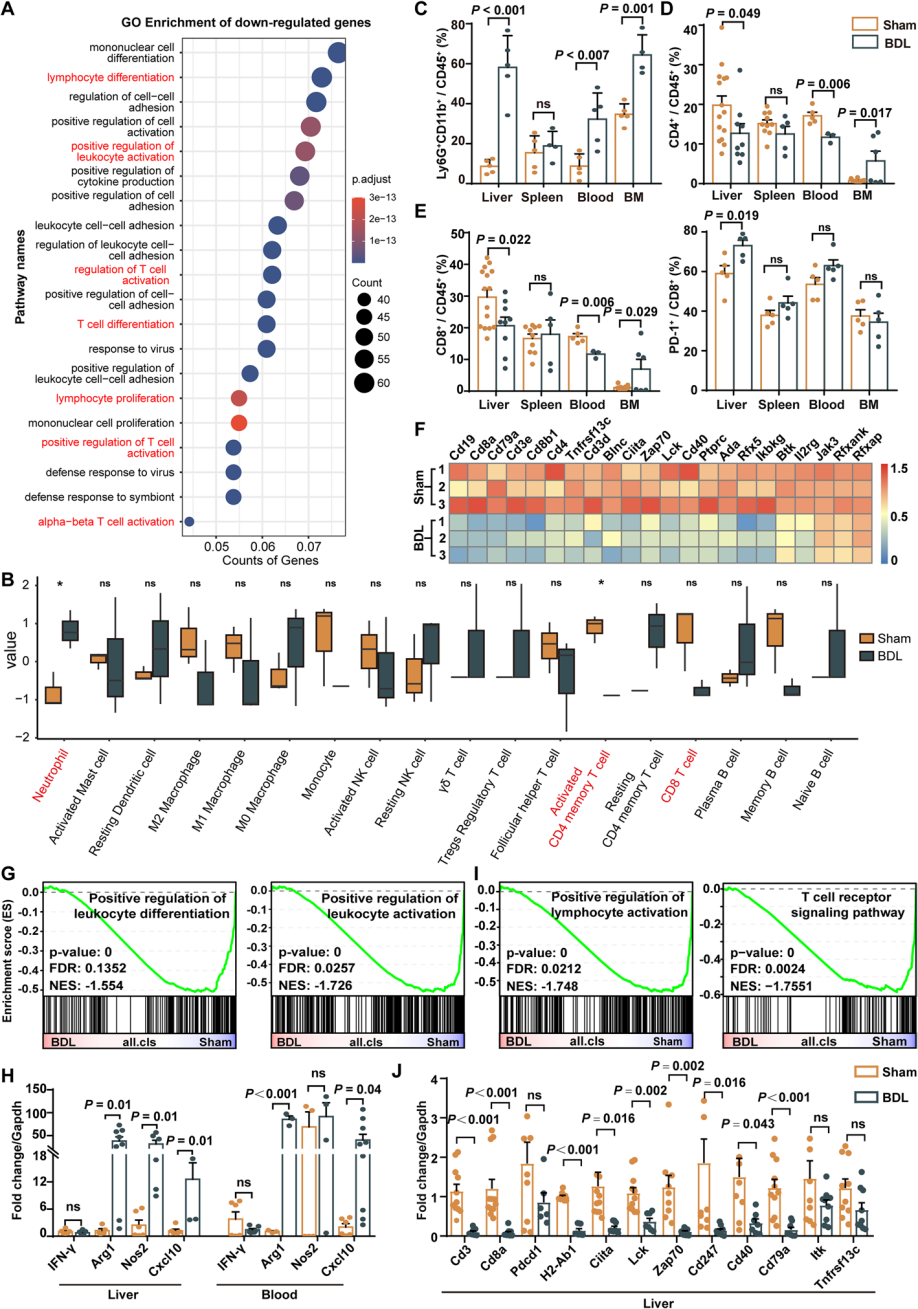
Cholestatic MC38-liver metastasis has an immunosuppressive microenvironment associated with neutrophil accumulation and T cell exclusion. **A** GO biological process analyses of DEGs of the LM of Sham/BDL MC38-bearing BT model mice. **B** CIBERSORT analysis of TME cells in the LM of Sham/BDL mice. The thick lines represent the median values. The bottom and top of the boxes represent the 25th and 75th percentiles (interquartile range), respectively. The whiskers encompass 1.5 times the interquartile range. **C**-**E** Flow cytometric analysis of neutrophils (**C**), total CD4^+^ T cells (**D**), total CD8^+^ T cells and PD-1^+^CD8^+^ T cells (**E**) of MC38-bearing BT model mice. F, Heat map of lymphocyte activation related genes between Sham and BDL mice. **G**-**H** GSEA result of the positive regulation of leukocyte differentiation pathway (**G**) and related mRNA expression in LM tissues (**H**). **I, J** GSEA result of the leukocyte activation pathway and T cell receptor signaling pathway (**I**) and related mRNA expression in LM tissues (**J**). Data represent mean ± SEM of 3 biologically independent experiments (Two-tailed t test). ns, no significance; Sham, sham surgery; BDL, bile duct ligation surgery

Flow cytometry has confirmed that in the liver and blood of BDL-subjected mice, there was increased proportion of Ly6G^+^CD11b^+^ neutrophils (Fig. 2C and Supplementary Fig. S3C). Total CD4^+^ T cells (Fig. 2D), effector memory CD4^+^ T cells (CD44^+^CD62L^-^ CD4^+^, Supplementary Fig. S3E-3F) were significantly downregulated in the liver and blood of BDL mice, as compared to that of the Sham mice. Moreover, the proportion of T lymphocytes were significantly decreased, including total CD8^+^ T cells (Fig. 2E and Supplementary Fig. S3D) in the liver, blood, and bone marrow. Remarkably, the PD-1 expression of CD8^+^ T cells was significantly increased in cholestatic group (Fig. 2E and Supplementary Fig. S3E), indicating enhanced exhaustion of CD8^+^ T cells [31]. Myeloperoxidase (MPO), a heme-containing peroxidase, is expressed by neutrophils to kill microbes. MPO is a biomarker widely used to indicate neutrophils in many studies [32]. However, in the bone marrow of the BDL group, there was an increase in the proportion of CD8^+^ and CD4^+^ T cells, which might due to the negative feedback towards immune suppression in the liver and blood (Fig. 2D, E, Supplementary Fig. S3F). Immunostaining also confirmed the results (Supplementary Fig. 2G). In consistent with the CIBERSORT result (Fig. 2B), no significant difference was observed in the infiltration of natural killer cells, dendritic cells, regulatory T cells, or macrophages in the CRLM between two groups (Supplementary Fig. S3H).

Similar alterations of immune infiltration were also observed in the TB model (Supplementary Fig. S4A–4D), the intrahepatic cholestasis model (AT model, Supplementary Fig. S4E-4G), as well as in the liver capsule injection models with MC38 and Panc02 cells via flow cytometry assay (Supplementary Fig. S4H-4I). The immunohistochemistry staining of liver tumor tissue section also demonstrated similar immune infiltration results (Supplementary Fig. S4J). These results suggest that increased neutrophils infiltration and T cells exclusion and exhaustion were the major changes in cholestatic LM microenvironment.

The GSEA analysis demonstrated that leukocyte differentiation- and activation-related genes were significantly decreased in BDL group (Fig. 2F-G), suggesting the neutrophils might exhibited an immunosuppressive phenotype in cholestasis TME. Therefore, marker genes related to neutrophils activation and immunosuppression were further detected. In BDL-subjected mice, neutrophils isolated from the liver and peripheral blood had increased gene expression of Arg1, NOS2, and CXCL10, which but no changes of IFN-γ (Fig. 2H). As shown in Fig. 2H, arginase 1 (Arg1) and nitric oxide synthase 2 (NOS2), which was contributed to neutrophils immunosuppressive by inhibiting T cells activation [33, 34], were significantly upregulated in cholestasis liver metastasis. However, no change was indicated in IFN-γ expression, which was reported to mediate liver inflammation (Fig. 2H) [35]. In addition, C-X-C motif chemokine ligand 10 (CXCL10) was also elevated in cholestasis group (Fig. 2H). As reported, CXCL10 can recruit both immunoactive cells such as CD8^+^T cells and CD4^+^T cells [36], and immuosuprresive cells like MDSCs into the tumor microenvironment [37]. Due to the two-sided effect of CXCL10 in recruiting both cytotoxic cells and immunosuppressive cells, CXCL10 might have indicated heterogenous phenotypes of neutrophils in the cholestatic tumor microenvironment. Meanwhile, the GSEA of the DEGs showed that lymphocyte activation, especially the T cell activation pathway, was remarkably inhibited in BDL-subjected mice (Fig. 2I), which was consistent with the decreased expression of TCR-activating genes (Lck, Zap70, CD247) on mRNA levels (Fig. 2J). Lymphocyte related genes (CD3, CD8), B cell receptor related genes (CD40, CD79a), major histocompatibility complex (MHC) related genes (H2-Ab1, Ciita) were significantly downregulated in the tumor tissues of BDL mice. However, interleukin-2(IL-2) inducible T cell kinase gene (Itk), TNF Receptor Superfamily Member 13C (Tnfrsf13c), and Programmed Cell Death 1 gene (Pdcd1) showed no significant difference between BDL and Sham mice (Fig. 2J). These results indicated that cholestasis significantly inhibited the differentiation and activation, as well as antigen-presenting function of leukocytes, which may further induce the dysfunction of T cells and tumor progression.

Together, these results strongly indicate that cholestasis leads to an immunosuppressive microenvironment that further enhances the progression of LM in CRC.

### Neutrophils contribute to the cholestasis-induced LM immune evasion in CRC

Next, we explored the underlying mechanisms of the alteration of TME induced by cholestasis. Neutrophils play critical and complex roles in cancer immunity and metastases. We speculated that the infiltrating neutrophils led to the formation of an immunosuppressive microenvironment [38].

To understand the increased infiltration of neutrophils in the liver and peripheral blood, the GSEA analysis was performed. Compared to Sham mice, chemokine-chemokine receptor interaction pathway was activated in BDL mice (Supplementary Fig. S5A). Cholestasis induce liver injury and inflammation, which leads to increased level of chemokines and cytokines [39]. The C-X-C chemokine receptor 1 and 2 (CXCR1 and CXCR2), two of the most common chemokines and their C- X-C motif ligands (CXCL), such as CXCL1-3, CXCL5-7, and CXCL8 have been documented to drive the accumulation of neutrophils [40]. The genes related to the cytokine-cytokine receptor interactions were differentially enriched in Sham/BDL-subjected mice. CXCL2 and CXCL5 were the only two chemokine related genes whose RNA-seq (Supplementary Fig.S5B) results that were consistent with our qPCR results (Supplementary Fig. S5E), and the upregulation of CXCL2 and CXCL5 expression were the most significant, which was validated by qPCR analysis both in TB model and BT model (Supplementary Fig. S5C). In contrast, C-C motif chemokine ligand 2 (CCL2) also significant changed while with inconsistent results in BT and TB model (Supplementary Fig. S5B-S5C), therefore we focused on CXCL2 and CXCL5 in the following analysis. As indicated by the ELISA result, cholestatic liver also secreted more CXCL2 and CXLC5 to attract neutrophils (Supplementary Fig. S5D). Accordingly, chemokines can be produced and released by hepatocytes stimulated with BAs to recruit myeloid cells [16, 41, 42]. Therefore, we isolated the hepatocytes from normal mice and treated them with GCA or TCA *in vitro* clarify the producing of CXCL2 and CXCL5 in cholestasis liver. As a result, CXCL2 and CXCL5 was significantly increased in BAs stimulated hepatocytes both at mRNA and secreted protein lever in a time- and concentration-dependent manner (Supplementary Fig. S5E–5F). These results suggest that neutrophil recruitment during cholestasis is mediated by CXCL2 and CXCL5 derived from hepatocytes under the stimulation of excessive primary BAs.

It is crucial to learn about the initiation time of cholestasis and immune infiltration in order to verify their causal relation. Studies have shown that BDL surgery is able to cause acute liver inflammation, indicated by significantly upregulated ALT, AST, TBIL and DBIL levels within 72h hours [43, 44]. Furthermore, ANIT oral gavage of a dose of 70-75mg/kg is able to significantly increase the level of the above parameters within 48h [20]. Mice received BDL surgery or ANIT oral gavage are observed with jaundice within 48h, which is consistent with previous studies (Supplementary Fig. S6A). These results indicate that cholestasis occurred by the 48h post induction at the latest. In order to clarify the initiation time of immune infiltration, we have constructed BDL and ANIT mouse models and sacrificed in different time to examine neutrophils by flow cytometry. We clarified that neutrophil infiltration in the liver and accumulation in the blood were initiated 24-48h after implementation of either BDL surgery (Supplementary Fig. S6B-6C) or ANIT oral gavage (Supplementary Fig. S6D-6E), indicated by 2 foldchange increase of neutrophil percentage. This result is in line with the initiation of jaundice. Therefore, cholestasis and neutrophil accumulation in the liver is developed 24-48h post induction. The duration time for primary bile acid and neutrophil to impact on the tumor microenvironment before sacrificing the mice on the 8th day is adequate.

To verify the key role of neutrophils in the establishment of an immunosuppressive niche, anti-Ly6G antibody was administrated in BDL mice to deplete neutrophils (Supplementary Fig. S7A). As expected, anti-Ly6G administration attenuated LM progression in BDL mice (Fig. 3A, B). Furthermore, neutrophil depletion in turn restored the infiltration of total CD8^+^ T cells, total CD4^+^ T cells, and effector memory CD4^+^ T cells (Supplementary Fig. S7B-7E), together suggesting that liver metastasis induced by cholestasis mainly contributed to the neutrophils mediated immunosuppressive microenvironment. However, neutrophil depletion by anti-Ly6G antibody led to shorter survival of MC38-bearing BDL mice (Fig. 3C), probably due to loss of the protection of neutrophils against pathogens [40]. Therefore, cholestasis-associated neutrophil accumulation is related to the progression of liver metastasis. Even though neutrophil depletion partially restored the “immune-hot” microenvironment, it could not be applied in clinical practice.

**Fig. 3:**
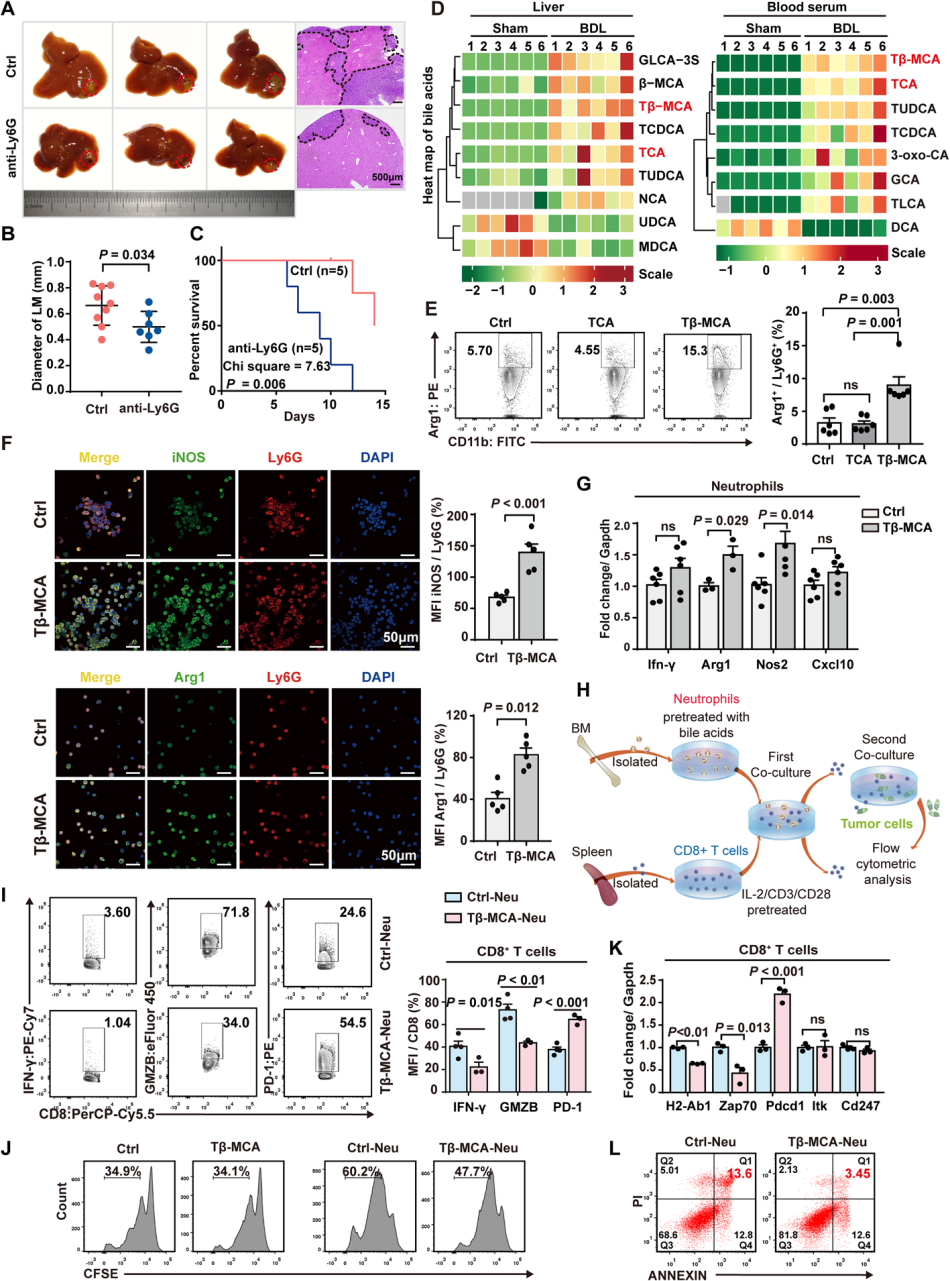
Primary bile acids contribute to the immunosuppressive phenotype of neutrophils. **A**, **B** C57BL/6 mice received BDL surgery and liver capsule injection of MC38 cells simultaneously on day 0, and a 400 μg anti-Ly6G i.p. injection on day 1, 2, 4, and 6, and were euthanized on day 8. Representative images of LM (**A**) and diameters of LM (**B**) of MC38-liver capsuled injected BDL mice after receiving anti-Ly6G treatment (*n* = 9 and 7 for the control and anti-Ly6G group, respectively). **C** Kaplan–Meier analysis of MC38-liver capsuled injected BDL mice with or without anti-Ly6G treatment (Log-rank test, *n* = 5 per group). **D** Bile acids from the liver (left) and serum (right) were analyzed by LC-MS. Hierarchical cluster analysis was performed on differential bile acid metabolites. TCA, Taurocholic acid; GCA, Glycocholic acid; Tβ-MCA, Tauro-β-muricholic acid; GLCA-3S, Glycolithocholic acid-3-sulfate; β-MCA, β-muricholic acid; TCDCA, Taurochenodeoxycholic acid; TUDCA, Tauroursodeoxycholic acid; NCA, Norcholic acid; UDCA, Ursodeoxycholic acid; MDCA, Murideoxycholic acid; 3-oxo-CA, 3-Oxocholic acid; TLCA, Taurolithocholic acid; DCA, Deoxycholic acid. **E** Flow cytometric analysis and quantitative results of Arg1 expression of neutrophils under 24h of TCA or Tβ-MCA stimulation (*n* = 6 per group). **F** Immunofluorescence images and quantification of expression of iNOS and Arg1 of neutrophils after Tβ-MCA stimulation. **G** The mRNA level of immunosuppressive genes of neutrophils after Tβ-MCA stimulation. **H** Schematic diagram of the co-culture system for neutrophils and lymphocytes. Isolated neutrophils were treated with bile acids and cocultured with CD3/CD28-primed CD8^+^ T cells for 24 h. Then, lymphocytes were isolated for the tumor cell killing assay and flow cytometry analysis. **I** Flow cytometric analysis and quantitation of IFN-γ, GZMB, and PD-1 expression of CD8^+^ T cells co-cultured with neutrophils pretreated with Tβ-MCA (*n* = 4 and 3 for the control and Tβ-MCA groups, respectively). GZMB, Grazyme-B. **J** Flow cytometric analysis of the proliferation of mouse CD8^+^ T cells co-cultured with Tβ-MCA-pretreated neutrophils. **K** The mRNA level of leukocyte differentiation-related genes of mouse CD8+ T cells after co-culturing with Tβ-MCA-pretreated neutrophils. Data represent mean ± SEM of 3 biologically independent experiments (Two-tailed t test). ns, no significance. **L** Flow cytometric analysis of apoptosis of MC38 cells induced by CD8+ T cells co-cultured with Tβ-MCA-pretreated neutrophils (*n* = 3 per group). Data represent mean ± SEM of 3 biologically independent experiments (Two-tailed t test). ns, no significance; Sham, sham surgery; BDL, bile duct ligation surgery

### Primary bile acids participate in the neutrophil phenotypic transition and their recruitment in the CRC LM sites

Once neutrophils release from the bone marrow as immature cells, neutrophils mature in the blood and have their phenotype and function changed over time under various tumorigenic stimulation [45]. We hypothesized that the recruited neutrophils in the cholestatic liver metastasis elicited specific characteristics that eventually promoted the progression of LM in CRC patients with cholestasis. Therefore, we aimed to investigate the effect of cholestasis on neutrophil recruitment and phenotypic transition. Disordered BA metabolism is a hallmark characterized in cholestasis, showing elevated primary and secondary BA levels in both the liver and plasma [46]. Liquid chromatography and mass spectrometry (LC/MS) analysis showed that cholestasis significantly increased the level of taurocholic acid (TCA) and tauro-β-muricholic acid (Tβ-MCA), as well as other primary BAs including β-muricholic acid (β-MCA) and taurochenodeoxycholic acid (TCDCA), among which TCA and Tβ-MCA increased the most (Fig. 3D, Supplementary Fig. S8A–8B).

It is unknown whether alterations in the BA composition contribute to the recruitment and phenotypic transition of neutrophils. Thus, to investigate the role of BAs in the regulation of neutrophils, we intended to stimulate neutrophils with BA in vitro. According to reported studies, to mimic the in vivo conditions of cholestasis, it is recommended to apply a concentration of bile acids that ranges from 50 to 200 μM in vitro [17]. It was shown that 200 μM of GCA and Tβ-MCA serves best to stimulate neutrophils, detected by qPCR (Supplementary Fig. S8C). According to these results, we applied 200 μM concentration of all three bile acids in the proceeding in vitro assays that associate with neutrophils. 

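Bone marrow neutrophils of healthy mice were cultured for 24 h with PBS as the vehicle or with a bile acid, and their mRNA was sequenced. The labels of the deposited samples describe the cells as positive for the surface marker Ly6G, while the paper's methods name a separating medium and a neutrophil enrichment kit without Ly6G. TCA and Tβ-MCA are primary bile acids conjugated with taurine. The groups analysed here were PBS, TCA and Tβ-MCA with 3 samples each, and 3 further samples treated with GCA, a primary bile acid conjugated with glycine, shared the estimate of the spread between replicates. The paper gives a dose of 200 μM for each bile acid. The labels of the deposited samples also give 200 μM for TCA, but 10 μM for Tβ-MCA. The authors trimmed the reads with Trimmomatic, aligned them and counted the reads on the exons of each gene with featureCounts, and they deposited these counts without normalization beside RPKM values calculated from them. The tests were run on the counts. The total count per sample was 34306467 to 37175737 with PBS (median 35706423), 33188881 to 41375925 with TCA (median 36878563) and 32757389 to 36859207 with Tβ-MCA (median 35931796). Counts scaled to the library size after TMM normalization are given as CPM. At this depth a gene was treated as detectable in a sample from 3 counts on, which covers counting error only. Counts of 2 were more frequent than counts of 1 in every sample, with a ratio of at least 2.93, and PCR duplicates cannot be told apart in such counts. Whether the counting used the strand is not stated in the paper's text, so overlapping genes on either strand are uncertain. For each gene, edgeR's quasi-likelihood test with TMM normalization compared the groups over all 12 samples, after genes with low counts in all groups were removed. A gene was called differentially expressed at the paper's thresholds, which are a p of 0.05 and a fold change of 2. The paper does not state whether this p was adjusted, so unadjusted p was used, and the number of genes with a Benjamini-Hochberg adjusted p under 0.05 was computed as well. The labels number the samples 3, 5 and 6 with PBS and 3, 4 and 5 with each bile acid. Across genes and over the 4 groups, the deviations of same-numbered samples from their group means correlated with a mean r of 0.31 over 15 pairs, against -0.12 over 39 pairs with different numbers. Samples numbered 3 carried much of this contrast. Their pairs had a mean r of 0.42, against 0.21 for samples numbered 4 and 0.25 for samples numbered 5. Pairs with different numbers other than 3 also had a positive r, except Tβ-MCA 4 with GCA 5 (-0.001) and Tβ-MCA 5 with GCA 4 (-0.374). Pairing by number beyond the samples numbered 3 was therefore not established. As an alternative, each comparison was also fitted with the replicate number as a block. Fig. 4B shows only 2 columns of Tβ-MCA-treated neutrophils. The colors of these columns matched replicates 3 and 4 of the Tβ-MCA group, and the paper gives no reason for leaving out replicate 5. These replicates and the 3 PBS samples are referred to as the samples of Fig. 4B.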

Neutrophils isolated from the bone marrow of healthy mice were stimulated with TCA and Tβ-MCA and then performed with RNA-Seq analysis. According to the RNA-Seq results, Tβ-MCA, not TCA, significantly induced the differential gene expression of neutrophils (Supplementary Fig. S8D). 

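Over the samples of Fig. 4B, 961 of 17131 genes tested were differentially expressed between Tβ-MCA and PBS at the paper's thresholds, of which 284 were upregulated and 677 were downregulated. With Tβ-MCA replicate 5 included, 494 of 16761 genes passed, of which 182 were upregulated and 312 were downregulated, and 444 of these 494 genes were among the 961. TCA changed 78 genes at the same thresholds, of which 38 were upregulated and 40 were downregulated. With adjustment for multiple testing, Tβ-MCA changed 3076 genes over the samples of Fig. 4B and 1278 genes over all samples, while TCA changed 0 genes, with 546 genes at an unadjusted p under 0.05. The smaller response of Tβ-MCA replicate 5 was measured over 674 genes, which were tested over all samples and are among the 684 that changed at least 2-fold with an adjusted p under 0.05 over the samples of Fig. 4B. The score is 0 for no change from PBS. It is 1 for a change equal to the mean difference of Tβ-MCA replicates 3 and 4 from the TCA samples. Replicate 5 scored 0.26, replicates 3 and 4 scored 1.09 and 0.86, and the TCA samples scored 0.09, 0.03 and 0.01. A sample being scored was left out of the means, so replicates 3 and 4 were each scaled on the other alone. Their scores are therefore not on the scale of replicate 5. The genes were chosen for their change in replicates 3 and 4, so a lower score of replicate 5 is partly built in. In a test chosen after seeing the data, each Tβ-MCA sample was scored on the genes at the paper's thresholds and the scale taken from the other 2, which gave 1.13, 1.06 and 0.27 for replicates 3, 4 and 5. The scales of replicates 3 and 4 included replicate 5, so the scores are not on a common scale. Part of this gap is therefore also built in.

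**Figure D1:**
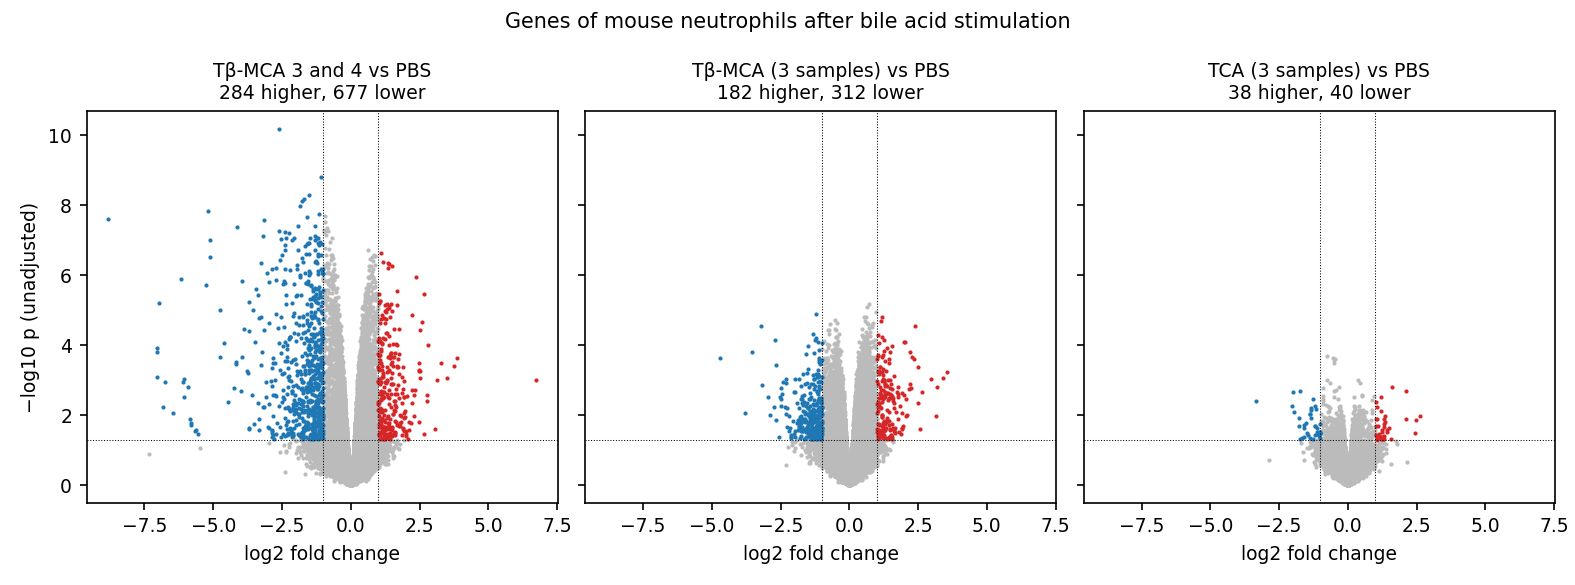
Each point is a gene, with the log2 fold change against PBS on the x axis and the −log10 of the unadjusted p from edgeR's quasi-likelihood test on the y axis. Red and blue points are the genes up- and downregulated at the paper's thresholds, which the dotted lines mark. The panels show Tβ-MCA replicates 3 and 4 with 961 such genes, all 3 Tβ-MCA samples with 494 and the 3 TCA samples with 78.

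The 3 Tβ-MCA samples lay entirely above or below the 3 PBS samples for 27% of the genes tested, against 9.7% with TCA. Chance gives 10% only if all samples are exchangeable, which correlated same-numbered samples are not. With the replicate number as a block, 1080 genes had an unadjusted p under 0.05 with TCA in edgeR's test, against 546 without it. With Tβ-MCA these counts were 4311 and 4176. The difference between the bile acids was also tested directly, and 2619 genes differed between Tβ-MCA and TCA with an adjusted p under 0.05 over the samples of Fig. 4B, of which 1228 were higher with Tβ-MCA and 1391 were lower. Over all samples 588 genes differed, of which 372 were higher and 216 were lower. This count was 0 in 5 of the 6 fits that each left out 1 sample of these groups, where at least 2499 genes had an unadjusted p under 0.05. It was also 0 in limma on log2(RPKM + 1) values, with 3352 genes unadjusted, and 72 with only the 2 groups compared. With total library size in place of TMM normalization, 585 genes were higher and 190 were lower in this comparison, and 1013 were higher and 395 were lower between Tβ-MCA and PBS, where TMM normalization gave 745 and 533. Over the samples of Fig. 4B, 1459 were higher and 1617 were lower between Tβ-MCA and PBS. With the replicate number as a block, where same-numbered samples correlated with a mean r of 0.23 between Tβ-MCA and PBS and 0.38 between TCA and PBS, 490 genes passed the paper's thresholds with Tβ-MCA and 117 with TCA. The adjusted p under this block was under 0.05 for 1498 genes with Tβ-MCA (771 higher and 727 lower), 3 genes with TCA and 2322 genes between the 2 bile acids, of which 1156 were higher with Tβ-MCA and 1166 were lower. The adjusted count for Tβ-MCA moved most with the samples in the fit. It was 0 when only the PBS and Tβ-MCA samples were fitted, with 3485 genes at an unadjusted p under 0.05. It was also 0 in 4 of the 6 fits that each left out 1 sample of these groups.
Among the genes with the lowest p, Pde7b, a cAMP phosphodiesterase gene on chromosome 10 of GRCm38 (20398004 to 20725078), had a log2 fold change of 1.36 over the samples of Fig. 4B (standard error 0.17, adjusted p = 0.000112 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 1.17 over all samples (standard error 0.19, adjusted p = 0.0206 from the same test). With the block its adjusted p in edgeR was 0.0102. Pde7b overlaps Gm17229 on the same strand and Gm17230 on the other. Hif3a on chromosome 7 (17031507 to 17062427), which overlaps 4833404L02Rik on the other strand, was lower with Tβ-MCA, with a log2 fold change of -1.72 over the samples of Fig. 4B (standard error 0.21, adjusted p = 9.03e-05) and of -1.31 over all samples (standard error 0.23, adjusted p = 0.0206, or 0.0107 with the block) from edgeR's test. Hif3a was at 1.14 ± 0.138 CPM (SD, n = 2) over the Tβ-MCA samples of Fig. 4B, 1.52 ± 0.660 (SD, n = 3) over all Tβ-MCA samples and 3.79 ± 0.276 (SD, n = 3) with PBS. The upregulated gene with the lowest p in the TCA group, Lnx1, had a log2 fold change of 1.61 (standard error 0.42) that did not pass adjustment, with an adjusted p of 1 from edgeR.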

GO analysis revealed that the genes related to the positive regulation of the immune response and activation were downregulated in the Tβ-MCA-treated neutrophils (Supplementary Fig. S8E). 

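The Gene Ontology was not used here. In its place, a list of 193 mouse genes of immune response activation was written by hand, covering antigen receptors and their signaling, innate sensors, costimulation, cytokines and antigen presentation. Of these, 189 were in the count table and 163 had enough counts to be tested over the samples of Fig. 4B. Among the 677 genes downregulated by Tβ-MCA over these samples, 21 were list genes, where 6.44 were expected from the share of list genes among the genes tested (p = 1.871e-06, one-sided Fisher's exact test). With Tβ-MCA replicate 5 included, 6 of the 312 downregulated genes were list genes, where 3.02 were expected (p = 0.08261, one-sided Fisher's exact test). With the replicate number as a block and all samples, 9 list genes were downregulated (p = 0.001883 in the same exact test). Cd3g, Fcer1a, Klrd1 and Tnfrsf13c were among these 9 genes but not among the 6. The same 4 genes were among the downregulated list genes without a filter on low counts. Whether neutrophils or other cell types left among them carried this RNA cannot be read from bulk RNA. Over all samples the exact p was also 8.311e-06 without a filter on low counts, 0.04539 with total library size, 0.01942 with only the 2 groups compared and 0.06432 with at least 10 counts in every sample. Adjusted over the over-representation tests of this kind, which were 2 over the samples of Fig. 4B and 3 over all samples, the adjusted p was 3.74e-06 and 0.248, and with the block 0.00565. A ranked test that needs no threshold, camera in limma, compared the log2 fold changes of the list with those of all other genes. Its p was adjusted over the 3 ranked tests run on the samples of Fig. 4B or the 5 run on all samples. The list was lower over the samples of Fig. 4B, with a mean log2 fold change of -0.33 against -0.031 in the other genes and 62 of 163 genes higher (adjusted p = 0.00356 from limma's camera, 0.00118 before adjustment). It was also lower over all samples, with a mean of -0.23 against -0.017 and 59 of 162 genes higher (adjusted p = 0.0379 from limma's camera, 0.00759 before adjustment), and with the replicate number as a block the adjusted p was 0.041. In limma's fry, which tests the list against no change, it did not pass adjustment over all samples (adjusted p = 0.0994, 0.0422 before adjustment). Among the fits that each left out 1 sample, the unadjusted p from limma's camera was lowest without Tβ-MCA replicate 5 and highest, at 0.0506, without Tβ-MCA replicate 3. With TCA the mean log2 fold change of the list was -0.02 against -0.003 in the other genes (adjusted p = 0.435 from limma's camera, and 0.787 with the block).

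**Figure D2:**
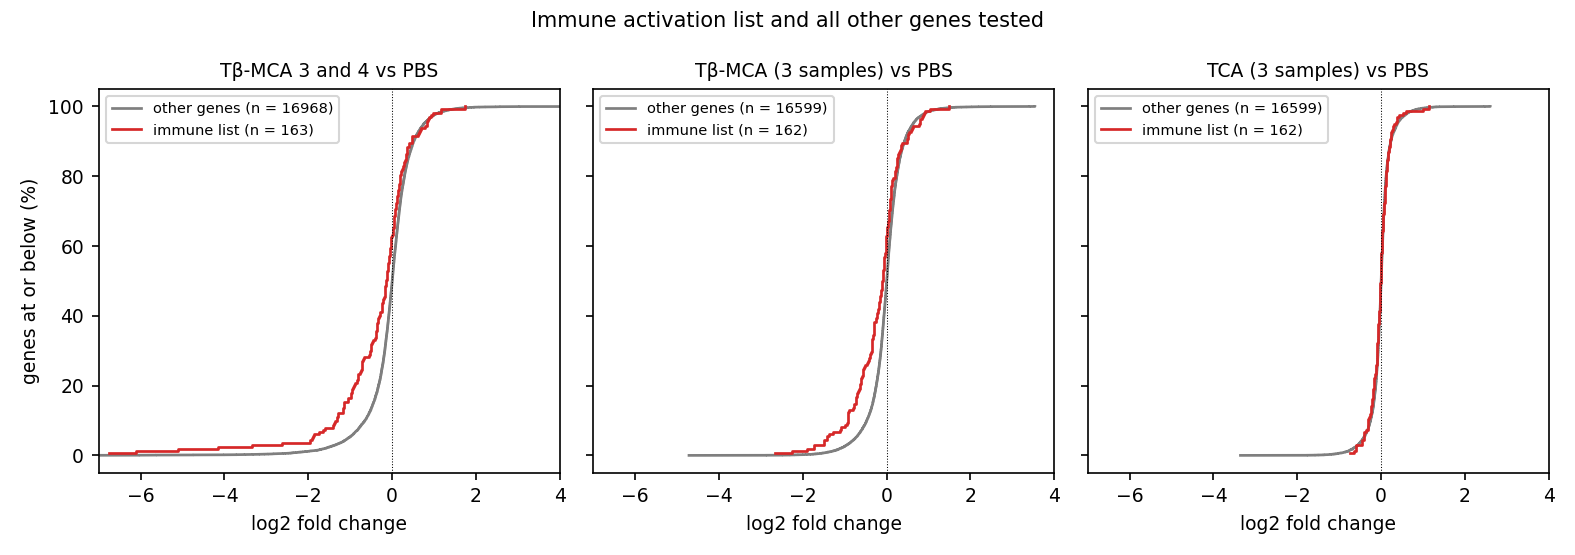
Cumulative distribution of the log2 fold change against PBS (x axis) for the genes of the immune list in red and for all other genes tested in grey, as the percentage of genes at or below each value (y axis). In the panels for Tβ-MCA replicates 3 and 4 and for all 3 Tβ-MCA samples the red curve lies left of the grey one over most negative values, and in the TCA panel the curves overlap. A few other genes of the first panel lie beyond the x axis.

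Single genes of the list moved in both directions. Over the samples of Fig. 4B, 38 list genes were lower and 20 were higher with a p adjusted over all genes under 0.05. Adjusted over the list alone, 43 were lower and 22 were higher. Over all samples, 13 were lower and 10 were higher with the adjustment over all genes, and 22 were lower and 14 were higher with the adjustment over the list. Irf8, which encodes an interferon regulatory factor, lies on chromosome 8 (120736358 to 120756694) and overlaps Gm20388 on the same strand. Its log2 fold change was -1.15 over the samples of Fig. 4B (standard error 0.11, adjusted p = 3.63e-05 from edgeR's test). Over all samples it was -0.79 (standard error 0.22), which did not pass adjustment in edgeR's test (adjusted p = 0.0568, or 0.154 with the block). Cd38 on chromosome 5 (43868553 to 43912375), which overlaps Gm16014 and Gm16015, passed adjustment over both sets, with a log2 fold change of -1.18 over the samples of Fig. 4B (standard error 0.15, adjusted p = 0.000131) and of -0.93 over all samples (standard error 0.17, adjusted p = 0.0206, or 0.0101 with the block) from edgeR's test. Ccr2, which marks monocytes and was on the list, was at 2.03, 2.70 and 29.2 CPM in Tβ-MCA replicates 3, 4 and 5 and at 42.1 ± 7.83 CPM (SD, n = 3) with PBS. A separate list of 12 monocyte and macrophage marker genes had a mean log2 fold change of -1.5 over the samples of Fig. 4B and of -1.06 over all samples, with all 12 genes lower in both.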

Meanwhile, *in vitro* stimulation of Tβ-MCA instead of TCA significantly increased the neutrophil expression of Arg1 and iNOS at both protein (Fig. 3E-F) and mRNA levels (Fig. 3G). Although CXCL10 was significantly increased in neutrophils in the liver metastases tumor in BT model mice (Fig. 2H), primary bile acid stimulation on neutrophils in vitro did not impact their expression level of CXCL10 (Fig. 3G, Supplementary Fig. S9C, S11I). Therefore, it was implied that the expression of CXCL10 was influenced by various factors other than the bile acids, which made it unsuitable for the indication of neutrophil phenotype. Furthermore, the co-culture of CD8^+^ T cells with Tβ-MCA-treated neutrophils for 24 h (Fig. 3H) resulted in inhibited proliferation of CD8^+^ T cells (Fig. 3J). After co-culture, CD8^+^ T cells were also observed with enhanced PD-1, and decreased IFN-γ and Grazyme B (GZMB) expression (F ig. 3I). H2-Ab1 belongs to the MHC-II family that assist antigen presentation, while Zap70 functions in the initial step of TCR-mediated signal transduction [47]. The downregulation of H2-Ab1 and Zap70 genes in BDL mouse liver tumors indicates the suppressed antigen presenting and lymphocyte function (Fig. 3K). Furthermore, Pdcd1 gene, also known as programming the Programmed cell death protein 1, is an immune-inhibitory receptor expressed in activated T cells to suppress its cytotoxic function. Increased expression of Pdcd1 indicates exhaustion of T cells and dysfunction of the anti-tumor effect (Fig. 3K). CD8^+^ T cells’ cytotoxic effect on MC38 cells was also impaired (Fig. 3L). However, direct stimulation with Tβ-MCA did not exert such an effect on T cell proliferation (Fig. 3J).

Glycocholic acid (GCA) is the most abundant primary BA in patients with LM and cholestasis [48]. Similar results were noted in human neutrophils treated with GCA, displaying higher expression of Arg1 (Supplementary Fig. S9A-9B). Human T cells co-cultured with GCA-treated neutrophils were also suppressed in expression of TCR markers, proliferation, and cytotoxicity, while exhaustion marker PD-1 expression increases (Supplementary Fig. S9C-9G). These results thus showed that BAs induce phenotypic changes in neutrophils, resulting in the inhibition of lymphocyte activation and enhancement of the immunosuppressive microenvironment.

### Bile acids mediated neutrophils transition by p38/MAPK signaling

Next, we investigated the mechanism of the phenotypic transition of neutrophils induced by BAs. 

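The KEGG database was not used here, and a list of 299 genes of the MAPK cascades, written by hand, took its place. Of these, 273 were in the count table and 203 were tested. Over the samples of Fig. 4B, 4 of the 284 genes upregulated by Tβ-MCA were on the list, where 3.37 were expected (p = 0.435, one-sided Fisher's exact test). Over all samples, Map2k6 and Pla2g4b were among the 182 upregulated genes, where 2.2 were expected (p = 0.65 in the same exact test). With the replicate number as a block, Rac3 joined these genes (p = 0.45, one-sided Fisher's exact test). None of the 38 genes upregulated by TCA was on the list (p = 1 in this exact test). Between the genes of the list and all other genes, camera in limma measured a small downward shift with Tβ-MCA. The mean log2 fold change of the list was -0.12 over the samples of Fig. 4B, against -0.033 in the other genes (adjusted p = 0.0623 from limma's camera, 0.0415 before adjustment). It was -0.08 over all samples, against -0.018 (adjusted p = 0.164 from limma's camera), and with the block the adjusted p was 0.0873, so the shift did not pass adjustment. With TCA a shift of the list was not detected in limma's camera (mean -0.01 against -0.003, adjusted p = 0.957, and 0.787 with the block). In both directions, single genes changed with Tβ-MCA. With the p adjusted over all genes, 19 list genes were higher and 28 were lower over the samples of Fig. 4B, and 12 were higher and 11 were lower over all samples. With adjustment over the list alone, these counts were 22 and 38, and 13 and 11. The 34 tested genes of a p38 list, which covers the p38 kinases, the kinases above them, their phosphatases and their substrates, had a mean log2 fold change of 0.16 over the samples of Fig. 4B, against -0.034 in the other genes (adjusted p = 0.11 from limma's camera), and of 0.13 over all samples, against -0.019 (adjusted p = 0.232, and 0.44 with the block). Without the block, limma's fry, a rotation test of the list against no change, gave an unadjusted p of 0.0266 and an adjusted p of 0.0994. Of these 34 genes, 19 were higher in each set. With the p adjusted over all genes, 10 were higher and 4 were lower over the samples of Fig. 4B, and 7 were higher and 4 were lower over all samples. With adjustment over the list alone, 11 were higher and 4 were lower in each set.
Map2k6 encodes the kinase MKK6, which phosphorylates p38, and lies on the plus strand of chromosome 11 (110399122 to 110525522). Its counts were 26, 18 and 34 with PBS, 18, 14 and 24 with TCA, and 267, 237 and 109 in Tβ-MCA replicates 3, 4 and 5. It was at 7.19 ± 1.12 CPM (SD, n = 2) over the Tβ-MCA samples of Fig. 4B, 5.77 ± 2.59 (SD, n = 3) over all Tβ-MCA samples and 0.730 ± 0.194 (SD, n = 3) with PBS. The log2 fold change was 3.29 over the samples of Fig. 4B (standard error 0.61, adjusted p = 0.00491) and 2.97 over all samples (standard error 0.64, adjusted p = 0.029) in edgeR's test. With the block it was 2.85, with an adjusted p of 0.0846 in edgeR, and over the alternatives tried the adjusted p from the tests in edgeR, DESeq2 and limma lay between 2.05e-28 and 0.125. Pla2g4b, a phospholipase gene on chromosome 2 (120033417 to 120043030), overlaps the readthrough gene Gm28042 on the same strand, so its count is uncertain. Its log2 fold change was 1.59 (standard error 0.44, adjusted p = 0.0204) over the samples of Fig. 4B and 1.4 (standard error 0.41, adjusted p = 0.0485, or 0.0266 with the block) over all samples in edgeR's test. Of the p38 kinases, Mapk14, which encodes p38α, did not change beyond the spread between replicates and was at 124 ± 8.72 CPM (SD, n = 2) in Tβ-MCA replicates 3 and 4, 123 ± 6.40 (SD, n = 3) over all Tβ-MCA samples and 126.5 ± 8.79 (SD, n = 3) with PBS. Mapk13 on chromosome 17 (28769307 to 28778698), which encodes p38δ and was chosen after its values were seen, was lower, with a log2 fold change of -0.80 over the samples of Fig. 4B (standard error 0.09, adjusted p = 6.21e-05) and of -0.61 over all samples (standard error 0.12, adjusted p = 0.0208, or 0.0157 with the block) in edgeR's test. Mapk3 had a log2 fold change of -0.17 over the samples of Fig. 4B and of -0.16 over all samples, and neither passed adjustment in edgeR's test. Akt1 had a log2 fold change of -0.25 over the samples of Fig. 4B (standard error 0.07, adjusted p = 0.0285) and of -0.18 over all samples (standard error 0.07, adjusted p = 0.144, or 0.163 with the block) in edgeR's test. Gpbar1, which encodes TGR5, had at most 4 counts in any PBS, TCA or Tβ-MCA sample and was not tested.

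**Figure D3:**
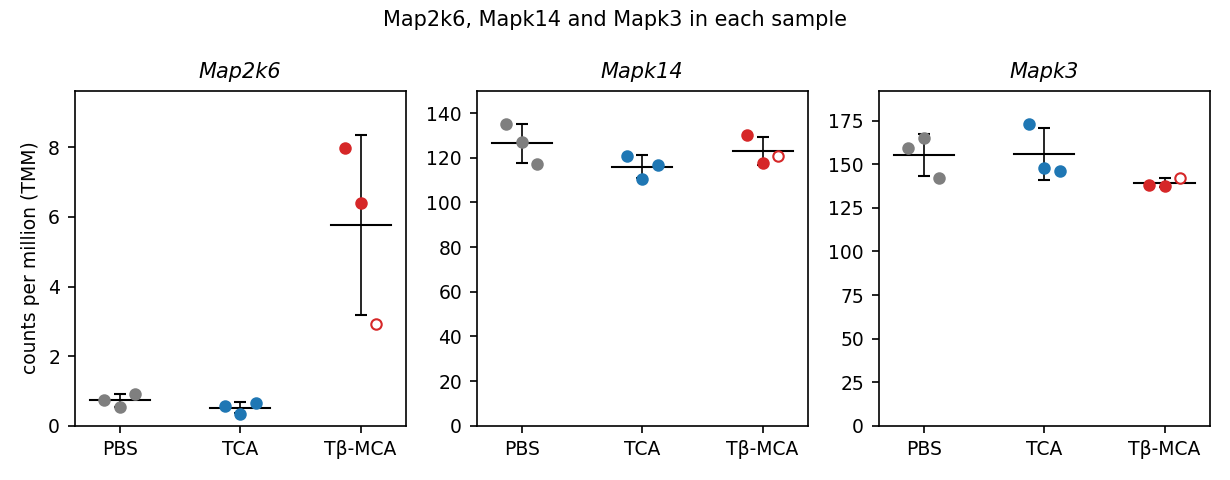
CPM after TMM normalization (y axis, starting at 0) of Map2k6, Mapk14 and Mapk3 in each sample of the PBS, TCA and Tβ-MCA groups, with the horizontal bar at the mean and the error bar at ± SD (n = 3). The open circle is Tβ-MCA replicate 5, where Map2k6 lies between the PBS samples and Tβ-MCA replicates 3 and 4.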

By analyzing the RNA-seq results of neutrophils treated with TCA or Tβ-MCA, we discovered that MAPK signaling pathway was significantly activated in the Tβ-MCA-treated neutrophils (Fig. 4A, B). MAPK signaling is vital for the regulation of the formation of cathepsin C-mediated neutrophil extracellular trap (CTSC-NET) and the production of reactive oxygen species (ROS) in neutrophils that promotes lung metastases [49]. Upon Tβ-MCA stimulation, p38 and ERK phosphorylation in neutrophils was significantly increased, which could be partially reversed by the p38 inhibitors SB203580 and SB202190 (Fig. 4C, Supplementary Fig. S10A). No significant change was observed in the AKT phosphorylation or TGR5 expression (Fig. 4C, Supplementary Fig. S10A). Furthermore, Tβ-MCA and GCA stimulation on neutrophils increased their Arg1 expression, which was also abrogated by SB203580 and SB202190 treatment (Fig. 4D, Supplementary Fig. S10B-10C). On the other hand, IFN-γ and GZMB derived from CD8^+^ T cells were suppressed while PD-1 expression increased after co-culturing with neutrophils that are pre-stimulated with Tβ-MCA (Fig. 4E, Supplementary Fig. S10D–10E). Meanwhile, the proliferation and cytotoxic effect of CD8^+^ T cells were also inhibited (Fig. 4F, G, Supplementary Fig. S10F-10H). Applying p38 inhibitors restored the cytotoxic effect of CD8^+^ T cells (Fig. 4G, Supplementary Fig. S10H). Similar results were obtained in human neutrophils and CD8^+^ T cells following GCA and p38 inhibitor treatment (Fig. 4H–L, Supplementary S10I–10P). These results implied that the BA-mediated immunosuppressive phenotypic alteration of neutrophils occurred via the p38 MAPK signaling.

**Fig. 4:**
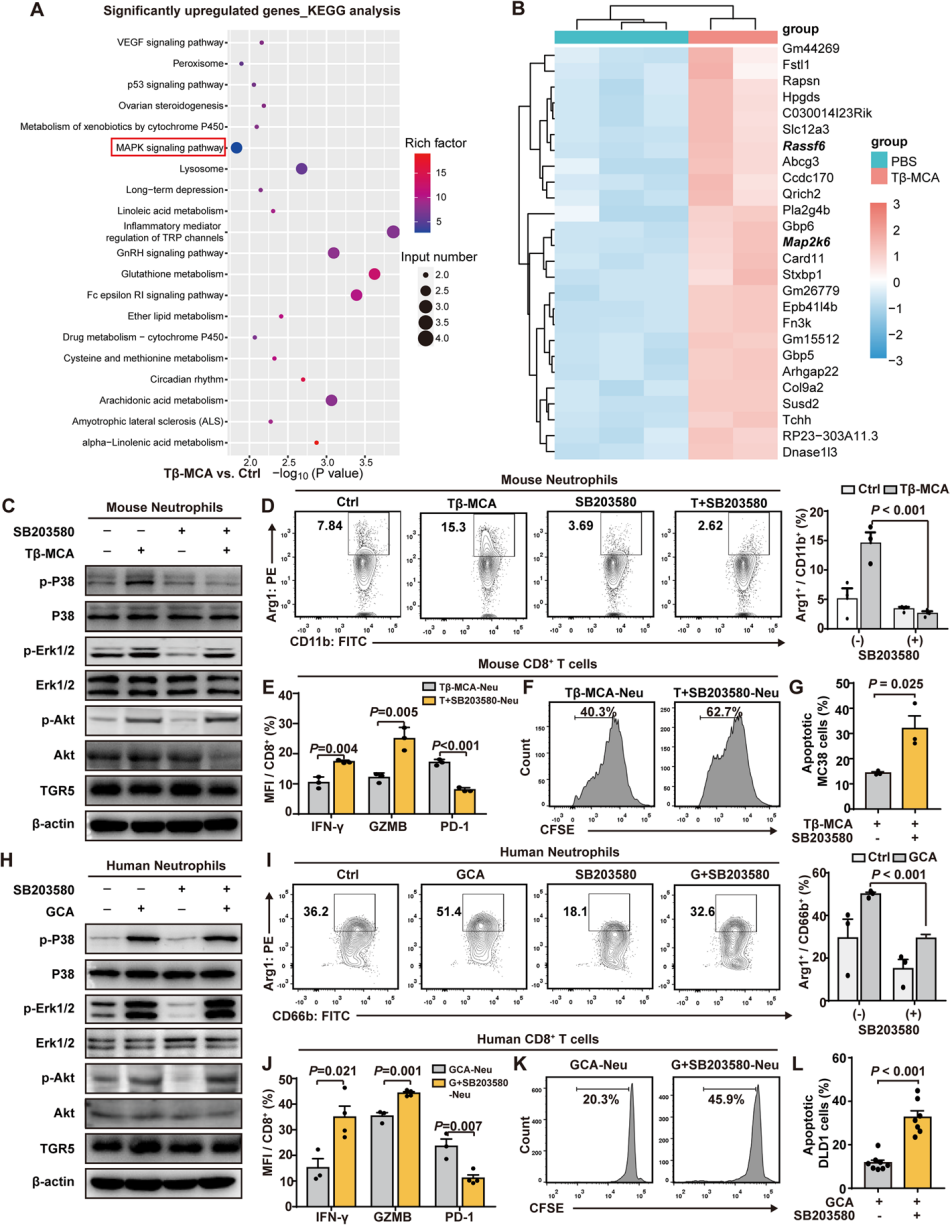
Primary bile acids mediate the immunosuppressive phenotypic-transition of neutrophils via activating the p38 MAPK signaling pathway. **A**-**B** Mouse neutrophils treated with Tβ-MCA were performed with RNA-Seq. KEGG pathway analysis (**A**) and heatmap (**B**) of differentially expressed genes are shown. **C** Western blot analysis of the expression of TGR5, p38, p-p38, Erk1/2, p-Erk1/2, Akt and p-Akt of mouse neutrophils stimulated with Tβ-MCA, SB203580, and both. **D** Flow cytometric analysis of Arg1 expression of mouse neutrophils treated as indicated (*n* = 3 per group). **E** Quantitation of IFN-γ, GZMB, and PD-1 expression of mouse CD8^+^ T cells after coculturing with Tβ-MCA-pretreated neutrophils for 24 h (*n* = 3 per group). **F** Flow cytometric analysis of the proliferation of mouse CD8^+^ T cells after coculturing with Tβ-MCA-pretreated neutrophils alone (left) and with the addition of SB203580 (right) for 24 h (*n* = 3 per group). **G** Flow cytometric analysis of apoptosis of MC38 cells induced by CD8^+^ T cells co-cultured with neutrophils pretreated with Tβ-MCA with or without the addition of SB203580 (*n* = 3 per group). **H** Western blot analysis of the expression of TGR5 and phosphorylated p38 (p-p38), Erk1/2 (p-Erk1/2), and Akt (p-Akt) of human neutrophils stimulated with GCA, SB203580, and both. I, Flow cytometric analysis of Arg1 expression of human neutrophils stimulated with GCA, SB203580, and both (*n* = 3 per group). **J** Quantitation of IFN-γ, GZMB and PD-1 expression of human CD8^+^ T cells after coculturing with GCA-pretreated neutrophils for 24 h (*n* = 3 per group). **K** Flow cytometric analysis of the proliferation of human CD8^+^ T cells after coculturing with GCA-pretreated neutrophils alone (left) and with the addition of SB203580 (right) for 24 h (*n* = 3 per group). **L** Flow cytometric analysis of apoptosis of DLD1 cells induced by human CD8^+^ T cells co-cultured with human neutrophils pretreated with GCA with or without the addition of SB203580 (*n* = 8 per group). Data represent mean ± SEM of 3 biologically independent experiments (Two-tailed t test)

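Fig. 4B names 26 genes. Its colors were read from the picture and compared with row-scaled log2(RPKM + 1) values of the 3 PBS samples and of each of the 3 possible pairs of Tβ-MCA samples, in every order of the columns. The pair of replicates 3 and 4 gave a Pearson's r of 0.9969 across genes and columns, against 0.9193 for replicates 4 and 5 and 0.9095 for replicates 3 and 5. With RPKM values that were not log-transformed the same pair led with 0.9997. With log2 CPM values it led with 0.9835, by 0.0484 over the next pair, which was just short of the lead of 0.05 required. All 26 genes were upregulated at the paper's thresholds by Tβ-MCA, both over replicates 3 and 4 and over all 3 samples. With an adjusted p under 0.05 in edgeR's quasi-likelihood test, 25 of them passed over replicates 3 and 4, and 22 over all samples. Adjusted over these 26 genes alone all 26 passed in both sets, which shows no stability because the paper chose them on these data. Their log2 fold changes were 1.57 to 3.87 (median 1.88) over replicates 3 and 4 and 1.38 to 3.54 (median 1.62) over all samples. In the limma test on log2(RPKM + 1) values, 6 of the 26 genes passed the thresholds.
The values of single samples separated replicate 5 from the pair that the figure shows. The median log2 ratio to the PBS mean over the 26 genes was 1.82 in replicate 3, 2.11 in replicate 4 and 1.21 in replicate 5, and replicate 5 was the lowest Tβ-MCA sample for 26 of the 26 genes. The figure shows these genes without replicate 5, so if they were chosen on the samples shown, a lower replicate 5 is partly built in. In replicate 5 the ratios ranged from 0.56 to 2.45, and all 26 genes were above each PBS sample. The medians of the TCA samples were 0.07, 0.16 and 0.02. The gene with the largest log2 fold change, Fn3k on chromosome 11 (121434913 to 121450491), was at 6.14 ± 0.243 CPM (SD, n = 2) in replicates 3 and 4, 4.89 ± 2.16 (SD, n = 3) over all Tβ-MCA samples and 0.420 ± 0.20 (SD, n = 3) with PBS. Rassf6, a gene of the Ras association domain family on chromosome 5 (90603076 to 90640657), had log2 fold changes of 2.79 (standard error 0.47, adjusted p = 0.00213) and 2.5 (standard error 0.5, adjusted p = 0.0238, or 0.0217 with the block) over these sets in edgeR's test.

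**Figure D4:**
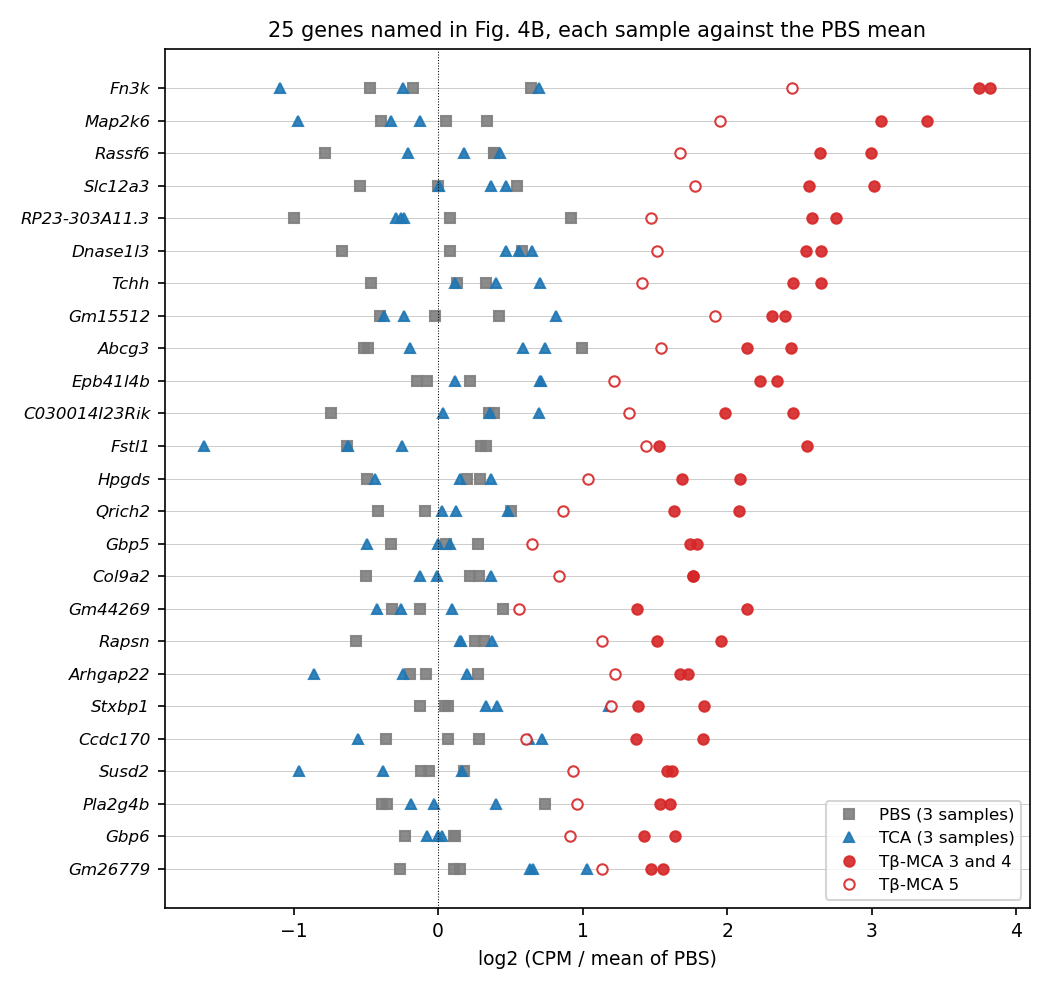
Log2 ratio of CPM to the mean of the PBS samples (x axis) for 25 of the 26 genes named in Fig. 4B (y axis), with 1 symbol per sample. Tβ-MCA replicates 3 and 4 are filled red circles, replicate 5 is an open circle that lies to the left of them in each gene, and the PBS (squares) and TCA (triangles) samples lie between -1.62 and 1.18.

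The paper reasons from the KEGG pathway analysis of the differentially expressed genes (Fig. 4A) and from the genes of the heatmap (Fig. 4B) that Tβ-MCA activated MAPK signaling in neutrophils. It then measured the phosphorylation of p38 and ERK by Western blot (Fig. 4C), which rose with Tβ-MCA. It also reports that p38 inhibitors partly reversed this, blocked the rise of Arg1 and restored T cell cytotoxicity, with similar results in human cells. Counts of mRNA do not measure phosphorylation, so the list tests here do not test these results.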

Together, these results indicate that primary BAs in cholestasis regulate the recruitment and phenotypic transition of neutrophils, which negatively mediate the activation of lymphocyte and anti-tumor immune responses, thereby creating an immunosuppressive microenvironment that eventually leads to the advancement of LM in CRC.

### OCA treatment reduces the CRC LM associated with cholestasis and enhances the efficacy of the immune checkpoint blockade

Since increased infiltration of neutrophils is caused by cholestasis-induced inflammatory liver injury, we wonder whether controlling the accumulation of bile acids during cholestasis could improve outcomes of MC38-bearing BDL mice. To alleviate cholestasis, Obeticholic acid (OCA) was administrated to in the BDL-subjected mice (Supplementary Fig. S11A). OCA, a synthetic farnesoid X receptor (FXR) agonist that inhibits the synthesis of endogenous BAs, has been approved by the FDA for the treatment of primary biliary cholangitis [50]. OCA successfully decreased pro-inflammatory cytokine production and preserved epithelial barrier function in DSS- and 2,4,6-trinitrobenzene sulfonic acid (TNBS)-induced colitis mouse models [51]. As expected, the plasma level of AST, ALT, TBIL, and DBIL were reduced in OCA-treated BDL mice (Supplementary Fig. S11B). OCA treatment also reduced the development of LM in MC38-bearing BDL mice (Supplementary Fig.S11C)

We further investigated whether targeting BA synthesis restores the activated immune microenvironment. Under OCA treatment alone, the proportion of total CD8^+^ and CD4^+^ T cells, instead of effector memory CD4^+^ T cells, were remarkably elevated in both the liver and peripheral blood (Supplementary Fig. S11D-11F). Furthermore, the proportion of PD1^+^CD8^+^ T cells in cholestatic LM was also reduced under OCA treatment (Supplementary Fig. S11G), indicating the exhaustion of CD8^+^T cells of BDL mice were attenuated via the suppression of bile acid accumulation. The infiltration of neutrophils (Supplementary Fig. S11H) and mRNA levels of Arg1 and iNOS of neutrophils (Supplementary Fig.S11I) were significantly reduced by OCA treatment. Therefore, these findings confirmed that alleviation of cholestasis can reverse the immune-suppressive phenotypic alteration of neutrophil, which in turn recover the immune microenvironment of the liver and abrogate CRC LM development and prolong survival.

T cell exclusion within the liver metastatic niche often leads to poor immunotherapeutic effects [52]. However, it remains unclear whether cholestasis influences the susceptibility of colorectal LM to immunotherapy. To study whether the alleviation of cholestasis can improve the therapeutical outcome of immune checkpoint blockade, we applied OCA treatment alone, anti-PD-1 treatment alone, and combination of OCA and anti-PD-1 to MC38-bearing BDL mice (Fig. 5A). As expected, the combination of OCA and anti-PD-1 was the most effective regimen in inhibiting tumor growth, whereas anti-PD-1 alone did not (Fig. 5B, C). In addition, either single or combined treatment with OCA resulted in little change in the body weight of mice, suggesting the safety and clinical implications of these therapeutic regimens. Moreover, combined treatment of OCA and anti-PD-1 achieved the greatest effect of suppressing the accumulation of neutrophils and their expression of Arg1 and iNOS both in liver and blood (Fig. 5D-F), while promoting infiltration of CD8^+^ and CD4^+^ T cells, which was an outcome that the treatment of OCA or anti-PD-1 monotherapy could not achieve (Fig. 5G).

**Fig. 5:**
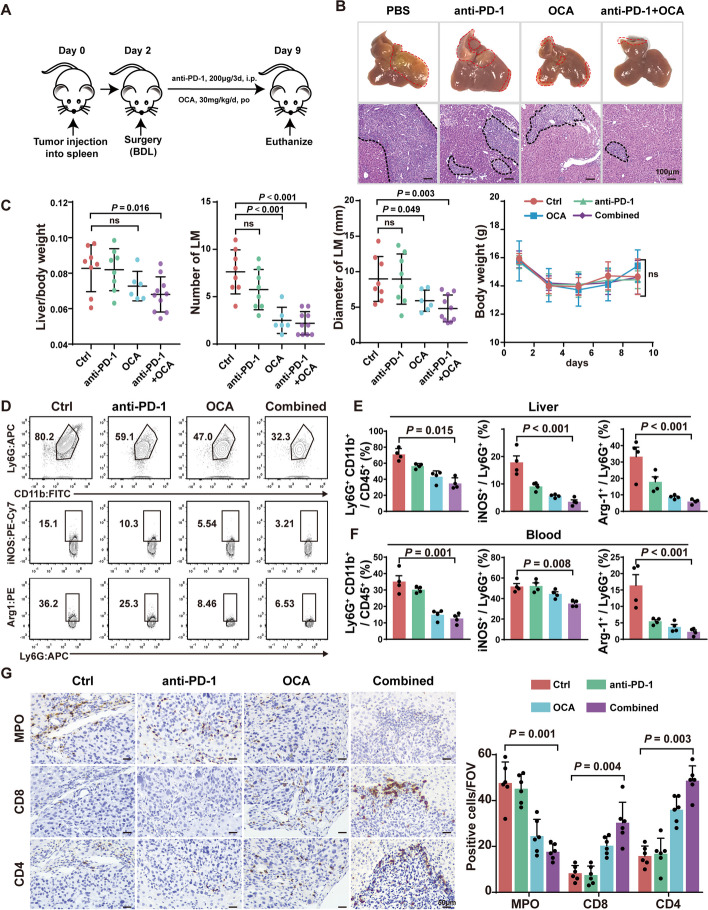
OCA treatment reverses the progression of cholestasis-associated liver metastasis and enhances efficacy of anti-PD-1 immunotherapy. **A** C57BL/6 mice received BDL surgery and liver capsule injection of MC38 cells simultaneously on day 0. Then, the mice received PBS 100 mL, OCA (30 mg/kg, po, qd), anti-PD-1 (200μg/3d, i.p.), and combined therapy before being sacrificing on day 9. **B** Representative images and HE-staining of LM from mice receiving treatments as described. **C** Quantitation of liver/body weight ratio, diameters of LM, tumor nodules and body weight of MC38-bearing BDL mice receiving treatment as described (*n* = 4 per group). **D**-**F** Flow cytometry analysis (**D**) and quantification (**E**, **F**) of the expression of Arg1, iNOS of neutrophils in liver and blood of mice receiving treatments as described. **G** Representative images and quantification of immunohistochemical staining of MPO, CD4 and CD8 of LM of mice under treatments as described (*n* = 6 per group). Data represent mean ± SEM of 3 biologically independent experiments (Two-tailed t test and one-way ANOVA). ns, no significance. Ctrl, control; OCA, obeticholic acid; anti-PD-1, anti-PD-1 antibody; Combined, OCA feeding plus anti-PD-1 treatment

These results suggest that OCA treatment could potentiate the efficacy of ICB by promoting the infiltration and transition of T cells and neutrophils, providing novel strategies for the treatment of CRC LM associated with cholestasis.

### Cholestasis is associated with an immunosuppressive microenvironment and poor therapeutic efficacy in CRC patients with LM

To further confirm the in vitro and in vivo results in patients, we performed RNA sequencing analysis of puncture biopsy specimens from patients with CRLM (*n* = 13 for cholestasis; *n* = 24 for non-cholestasis). Consistent with previous results, GSEA and GO analysis demonstrated that the immune activation-related pathways of leukocyte activation, lymphocyte activation, adaptive immune response, and interferon-alpha response were significantly downregulated in the cholestasis group as compared to those in the non-cholestasis group (Fig. 6A-B). Furthermore, patients with cholestatic LM exhibited decreased CD8^+^ and CD4^+^ T cell infiltration and a low immune score, which was analyzed by EPIC, TIMER, and CIBERSORT algorithms (Fig. 6C), which was also validated by immunohistochemistry (Fig. 6D-F) performed on puncture biopsy specimens from patients.

**Fig. 6:**
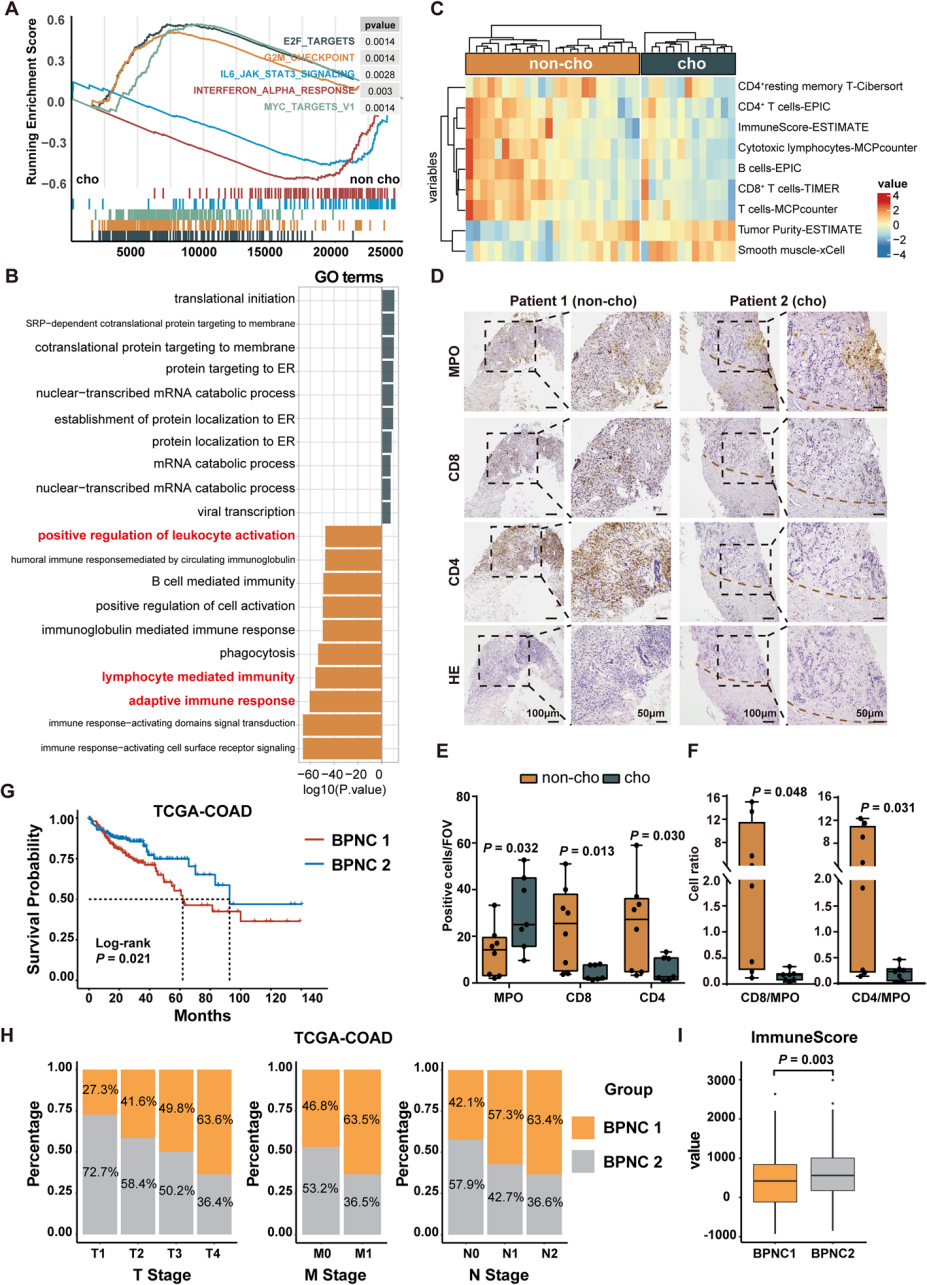
Clinical data confirm the immunosuppressive microenvironment of cholestatic liver metastasis. Samples of non-cholestatic (*n* = 24) and cholestatic (*n* = 13) colon cancer LM were collected for RNA-seq. **A** GSEA enrichment plots showing the IFN-α response, IL6/Stat3 signaling, E2F targets, G2M checkpoint, and Myc target gene sets in non-cholestatic and cholestatic patients with LM. **B** GO analysis of differentially expressed genes in non-cholestatic and cholestatic patients with LM. **C** Heatmap of TME cells in non-cholestatic and cholestatic patients with LM were generated using various immune cell evaluation tools. **D**-**F** Representative images (**D**) and quantitation (**E**, **F**) of immunohistochemical staining of MPO, CD4 and CD8 of LM of non-cholestatic (*n* = 8) and cholestatic (*n* = 7) patients. Data represent mean ± SEM of 3 biologically independent experiments (Two-tailed t test). **G** Kaplan–Meier analysis of the overall survival of TCGA-COAD patients classified as “BPNC 1” and “BPNC 2” group. Log-rank test. **H** TNM percentage analysis of “BPNC 1” and “BPNC 2” group patients in TCGA-COAD. **I** ImmuneScore analysis of “BPNC 1” and “BPNC 2” group patients in TCGA-COAD. Cho, cholestasis; non-cho, non-cholestasis. BPNC, BA-P38-Neu cluster

Given the above experimental findings, we aim to demonstrate the significance of the bile acid excessive-characteristic liver niche in cancer patients. To establish a specific gene signature to classify CRC patients, gene signatures of bile acid metabolism of MSigdb database, p38 MAPK signaling pathway of Genecard, and gene signatures of tumor-associated neutrophils of Zhang etl [23] were collected. The selected genes were performed with univariate Cox analysis and intersected with DEGs of The TCGA human colon cancer dataset (TCGA-COAD) to filter out those that significantly correlated with survival of TCGA-COAD, which generated a final gene list of 8 genes, termed the “BA-P38-Neu gene set”. Unsupervised clustering (K means) based on the expression of the eight genes classified the patients in TCGA-COAD into two distinct clusters, termed as “BA-P38-Neu cluster 1 (BPNC1)” and “BA-P38-Neu cluster 2 (BPNC2)” group. As is shown, the overall survival (OS) of the “BPNC1” group was significantly shorter than that of the “BPNC2” group (Fig. 6G). Furthermore, “BPNC 1” group was correlated with a higher TMN stage of colon cancer (Fig. 6H). Furthermore, the ImmuneScore [25] of the “BPNC 1” group is significantly lower than the “BPNC 2” group patients, indicating the distinctive immune microenvironment of the two groups (Fig. 6I). Accordingly, we concluded that the integrated gene set related to these three signaling pathway mentioned above could effectively identify patients with potential of better clinical outcomes, which will further contribute to more precise treatment strategies for colorectal cancer patients.

Collectively, these clinical data further support that cholestasis-induced neutrophil’s phenotypic transformation contributes to the development of the ‘immune-desert’ environment and progression of tumors.

## Discussion

Cholestasis, resulting from intrahepatic or extrahepatic bile obstruction, is a major complication of LM development. CRLM patients with cholestasis could not receive further administration of systemic therapy until normal liver function is restored. Even though some patients with malignant biliary obstruction can benefit from biliary drainage, their overall survival and life quality is remarkedly declined. Effective therapeutic strategies such patients are still lacking [3]. Although increasing evidence has shown that cholestasis is associated with immunological abnormalities, such as metabolic and autoimmune diseases, the impact of cholestasis on cancer and the TME remains unclear [53–55]. Here, we show that primary BAs accumulated during cholestasis contributed to the development of LM by recruiting neutrophils and promoting their immunosuppressive phenotype, resulting in impaired adaptive immune response and an immunosuppressive microenvironment.

In the present study, we have demonstrated that, regardless of the onset time or precise site of biliary obstruction, cholestasis contributes to the progression of LM of CRC and worsen survival, by investigating various tumor-bearing cholestatic mouse models and clinical data. Although sample size was small, our clinical data showed a significant reduction in the progression-free survival of CRC patients with LM and cholestasis. The RNA-Seq analysis from both *in vivo* assays and clinical samples surprisingly found that the DEGs were not enriched in tumor proliferation or metastasis pathways, but were enriched in tumor immunity and microenvironment-related signaling. Animal studies confirmed that the activation and infiltration of T cells were also inhibited in the CRC LM associated with cholestasis. These results suggested that an abnormal immune microenvironment, instead of endogenous changes in the tumor cells, was critical for the induction of cholestasis associated LM in CRC.

In the present study, we discovered that the recruitment of neutrophils and the exclusion and inactivation of lymphocytes were the main characteristics of the CRC LM immune microenvironment associated with cholestasis. Tumor-associated neutrophils (TANs), which are important components of the TME, can affect the progression of LM in all solid tumors in various ways, including malignant transformation, tumor progression, ECM modification, angiogenesis, cell migration, and immunosuppression. Generally, TANs can be divided into mature and immature types, of which immature TANs show a preference for immunosuppressive phenotypes and contribute to tumor development [56–58]. Interestingly, in the present study, neutrophils infiltrating in the CRC LM associated with cholestasis showed decreased leukocyte differentiation and activation with increased expression of *Arg1* and *NOS2*. In vivo experiments showed that BAs-stimulated neutrophils suppressed the activation of T cells. indicating an immunosuppressive phenotype of such TANs. As a result, it is reasonable to speculate that immune-suppressive neutrophils were the main cause of cholestasis-induced suppression of the TME and LM progression.

Moreover, despite effectively inhibiting the CRC LM by restoring the immune-hot microenvironment, neutrophil depletion, unfortunately, accelerated animal death and failed to achieve clinical applicability, which may be attributed to the deficient innate immune defense provided by neutrophils during cholestasis that eventually lead to systemic inflammation and infection [59, 60]. Consequently, we focused on the transition, and not the elimination of neutrophils in the present study.

Previous studies on the phenotypic transition of neutrophils have mainly focused on cytokines [61]. However, BA metabolism disorders are the main cause of cholestasis resulting in a significant increase in the levels of primary BAs in the liver [46]. BAs not only play an important role in lipid metabolism, but also act as signaling molecules to regulate energy metabolism, immunity, and inflammation by activating the BA receptor (GPBAR-1, also known as TGR5) and Farnesis-X-receptor α (NR1H4) [62, 63]. The taurodeoxycholate (TDCA) can significantly activate TGR5-cAMP signaling in myeloid inhibitory cells (MDSCs) to inhibit inflammatory responses and prolong survival during sepsis [64]. Our results also confirmed our hypothesis that Tβ-MCA and GCA could effectively promote the phenotypic transformation of neutrophils through the p38 MAPK signaling axis, thus, affecting the activation and cytotoxic effects of T lymphocytes. Furthermore, the inhibition of BA synthesis and secretion by OCA can reverse the immunosuppressive microenvironment of LM and increase the efficacy of immunotherapy in cholestasis presenting CRC patients. Examination of patients’ tissue tumor sections also verified the infiltration of neutrophil in cholestatic patients. Moreover, the integrated gene set of “BA-P38-Neu” can classify colon cancer patients into distinctive survival groups, indicated its translational potential and clinical significance for therapy. To indicate the activation of p38 MAPK signaling pathway, simply investigating the p38 phosphorylation in tumor of patients to predict survival of colorectal cancer patients is not applicable in clinical practice, since the p38 phosphorylation is a kind of protein modification of p38 MAPK, which is not as convenient as investigating mRNA expression. On the other hand, the "BA-P38-Neu gene set" can serve better in classifying patients and predicting the survival of colon cancer patients, because it is a comprehensive and integrated gene set that not only contains the p38 gene, but also genes involved in the p38 MAPK signaling pathway cascade as well as correlating with the signatures of neutrophils and bile acid metabolism.

Our results indicate that cholestasis and LM intricately interact and influence each other, exhibiting a cause-and-effect relationship. The clinical applications of OCA should be comprehensively explored in future studies to ascertain its clinical efficacy in the treatment of CRC patients with LM and cholestasis.

## Conclusion

This study revealed that cholestasis accelerated the progression of colorectal cancer liver metastasis. By focusing on the TME change, we demonstrated that liver injury, neutrophil infiltration and T cell exclusion and dysfunction contributed to the development of liver metastasis. Mechanistically, primary bile acid TβMCA and GCA drived the immunosuppressive phenotypic transformation of neutrophil via activating p38 MAPK signaling. Reversing the excessive accumulation of bile acids by Obeticholic acid could suppress tumor growth and improve the effect of immunotherapy. This study proposed a new strategy for such patients by targeting bile acid anabolism.

### Supplementary Information

Supplementary Material 1. 

Supplementary Material 2. 

Supplementary Material 3. 

Supplementary Material 4. 

Supplementary Material 5. 

Supplementary Material 6. 

Supplementary Material 7. 

Supplementary Material 8. 

Supplementary Material 9. 

Supplementary Material 10. 

Supplementary Material 11. 

Supplementary Material 12. 

## Data Availability

The RNA-Seq data of neutrophils stimulated by Tβ-MCA and TCA is available in the GEO database (accession number GSE209836). The RNA-Seq data of LM of sham and BDL-subjected mice or samples from colorectal cancer patients are not available due to conduct of further studies.

## Abbreviations

ANIT: α-naphthyl isothiocyanate
BAs: Bile acids
BDL: Bile duct ligation
CRC: Colorectal cancer
DBIL: Direct bilirubin
GO: Gene ontology
GSEA: Gene set enrichment analysis
ICB: Immune checkpoint blockade
LM: Liver metastasis
mCRC: Metastatic colorectal cancer
OCA: Obeticholic acid
PCA: Principal component analysis
TBIL: Total bilirubin
TME: Tumor microenvironment

# Supplementary material for: Cholestasis-induced phenotypic transformation of neutrophils contributes to immune escape of colorectal cancer liver metastasis
**Source:** J Biomed Sci. 2024 Jun 29;31:66. doi: 10.1186/s12929-024-01052-3

Supplementary

Original blot

Fig 4E

Tβ-MCA SB203580

Lane 1 p-p38

Lane 2 p38

Lane 3 p-ERK1/2

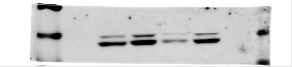

Lane 4 ERK1/2

Lane 5 p-Akt

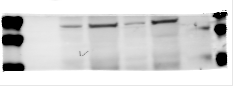

Lane 6 Akt

Lane 7 TGR5

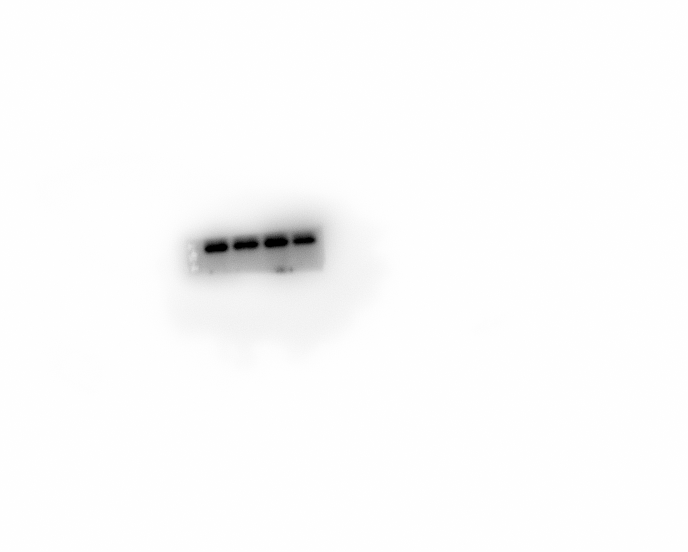

Lane 8 actin

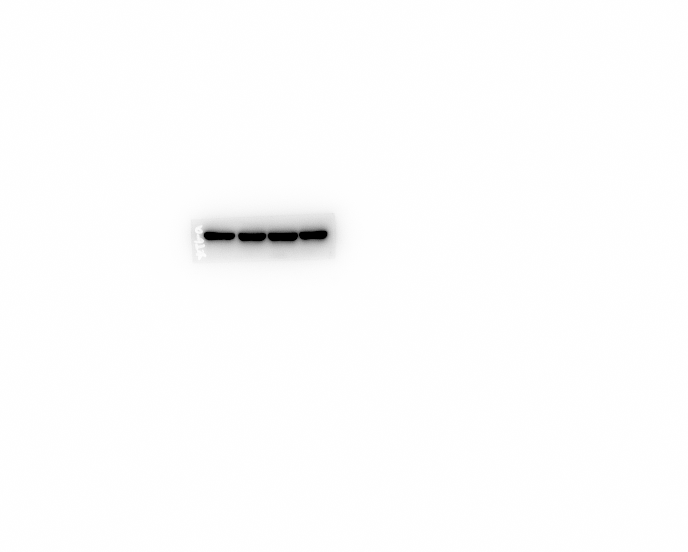

Figure 4H

GCA SB203580

Lane 1 p-p38

Lane 2 p38

Lane 3 p-ERK1/2

Lane 4 ERK1/2

Lane 5 p-Akt

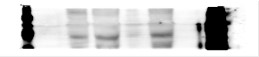

Lane 6 Akt

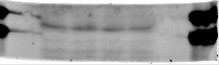

Lane 7 TGR5

Lane 8 actin

Supplementary Figure S8A

Tβ-MCA SB202190

Lane 1 p-p38

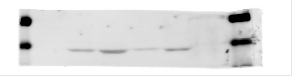

Lane 2 p38

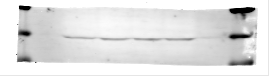

Lane 3 p-ERK1/21/2

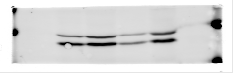

Lane 4 ERK1/21/2

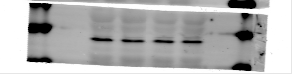

Lane 5 p-Akt

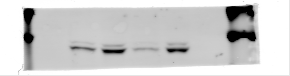

Lane 6 Akt

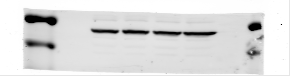

Lane 7 TGR5

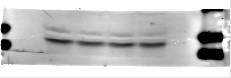

Lane 8 actin

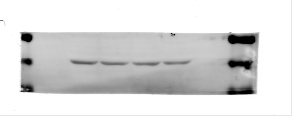

Supplementary Figure S8I

GCA SB202190

Lane 1 p-p38

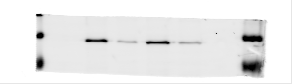

Lane 2 p38

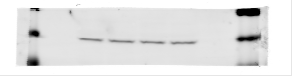

Lane 3 p-ERK1/21/2

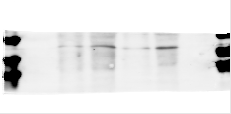

Lane 4 ERK1/21/2

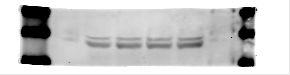

Lane 5 p-Akt

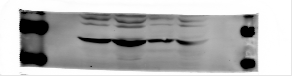

Lane 6 Akt

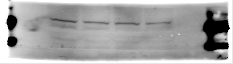

Lane 7 TGR5

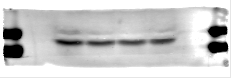

Lane 8 actin

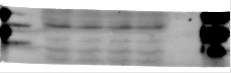

**Supplement:** Supplementary file 12 — Supplementary Material 12.

How the deposited data were processed for this re-analysis (not part of the article)

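Neutrophils were isolated from the bone marrow of healthy mice and cultured for 24 h with PBS, TCA, Tβ-MCA or GCA. Each of these 4 groups had 3 samples, so 12 samples were analysed. The paper does not report RNA-seq of mouse neutrophils treated with GCA, and the values of that group are not given beside the paper's results. The other sequencing data the paper describes, from patients and from liver metastases of mice, were not analysed here. The labels of the samples name the treatment and a replicate number, which is 3, 5 and 6 with PBS and 3, 4 and 5 with each bile acid. Neither the paper nor the labels say whether samples with the same number share a mouse or a preparation. The numbers were therefore left out of the main model and used as a block in an alternative, in which 2 numbers are shared between PBS and each bile acid and 3 between TCA and Tβ-MCA. Both the paper and the labels give 200 μM for TCA and for GCA. For Tβ-MCA, 200 μM is the dose of the paper and 10 μM the dose of the labels.

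The authors filtered the reads with Trimmomatic, mapped them with an aligner that the paper does not name, and deposited raw counts of the reads on the exons of each gene from featureCounts. The authors also deposited RPKM values, which are the counts divided by the length of the merged exons and by the reads counted on genes in the sample. RPKM values recalculated from the counts differed from the deposited ones by a relative difference of at most 1.3e-06. The table lists 29737 genes, none of which was at 0 in all samples, and 2 gene names are listed more than once. Of 28428 gene names also found in GENCODE vM21 for GRCm38, 28417 overlapped the gene of that name and 25251 had the same start, end and strand. Gene positions in the text are those of the deposited table. The paper does not state whether the counting used the strand or counted pairs or mates. Genes with a count of 2 outnumbered those with a count of 1 in every sample.

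The tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining calculations and the plots. Counts were normalized by edgeR's TMM method, and genes with low counts were removed with filterByExpr by group, which left 16761 genes over all samples and 17131 genes when Tβ-MCA replicate 5 was left out. The groups were compared with edgeR's robust quasi-likelihood test, and all 12 samples shared the estimate of the spread. The paper's methods name edgeR with a p cutoff of 0.05 and a fold-change cutoff of 2, and they do not state whether p was adjusted. The same cutoffs were used here with unadjusted p, beside the count of genes with a Benjamini-Hochberg adjusted p under 0.05. A further paragraph of the methods names DESeq2 with Benjamini-Hochberg adjustment, which was an alternative here. The comparisons were Tβ-MCA with PBS, TCA with PBS, GCA with PBS and Tβ-MCA with TCA. Log2 CPM values were calculated with a prior count of 2.

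The paper analysed pathways with KOBAS on KEGG and GO, which were not used here. Lists of MAPK, p38 and immune activation genes were written by hand, and the genes of Fig. 4B were copied from the figure. List genes were counted among the genes higher or lower at the paper's thresholds with a one-sided Fisher's exact test, in which the genes tested were the background. Camera in limma, with an inter-gene correlation of 0.01, compared the changes of the list genes with those of all other genes. The samples behind Fig. 4B were identified by the correlation of the colors of the figure with row-scaled log2(RPKM + 1) values. A pair was accepted when its r was at least 0.9 and led the next pair by at least 0.05.

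Total counts per sample lay between 32757389 and 41375925. A gene with fewer than 3 counts in a sample was treated as not detectable, which is 0.073 to 0.092 CPM. Such limits cover counting error only, since reads from PCR duplicates are not independent molecules. The most abundant 20 genes held between 9.5% and 11.9% of the counts, and 36 mitochondrial genes held between 0.37% and 0.49%.

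The comparisons, the tests, the gene lists, the alternatives and the rule for the genes named were chosen before the data were examined, except where the text says otherwise. The genes named are those the paper names for these neutrophils, those of Fig. 4B, the genes of a list at the paper's thresholds, and for each comparison with PBS up to 5 higher and 5 lower genes. These were the genes with the lowest p among those at the thresholds whose values did not overlap between the groups. The alternatives were DESeq2, edgeR's exact test, limma on log2(RPKM + 1) with a mean RPKM of at least 0.5 and a pseudocount of 1, total library size, no filter, a filter of at least 10 counts in every sample, only the 2 groups compared, the replicate block, a fold change of 2 with adjusted p, fry in limma in place of camera, the samples of Fig. 4B alone, and each sample of a comparison left out in turn. Counts divided by 2, older gene symbols and 3 further settings of the MAPK test were added after the data were seen.

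The procedure was tested on simulated data with the spread of the real counts, in which 200 genes were changed in the Tβ-MCA group. The quasi-likelihood test of edgeR recovered 87% of them, and 4.4% of its 182 calls were unchanged genes. DESeq2 recovered 87.5%, with 12.5% of 200 calls unchanged, and the replicate block recovered 83.5%, with 6.7% of 179 calls unchanged. In a comparison without any change, edgeR called 0 of 16529 genes. Camera in limma gave a p under the cutoff for 0.5% of 200 random lists. The simulated counts were drawn independently for each gene and sample. They held no effect of the replicate number, no correlation between genes and no sample with a smaller change. These rates therefore do not cover such features of the real counts.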

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

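The tests on GCA replicate 4 other than the one for an exchange of samples, the tests on Tβ-MCA replicate 5, the test of the immune list with PBS and TCA samples alone and the random removals were chosen only after the result was seen.

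GCA replicate 4 drew attention because it carried part of the Tβ-MCA change, in a group whose RNA-seq the paper does not report. Over 674 genes changed by Tβ-MCA it scored 0.33. On this scale 0 is no change from PBS, and 1 equals the mean difference of Tβ-MCA replicates 3 and 4 from the TCA samples. GCA replicates 3 and 5 scored 0.09 and 0.04, and the PBS and TCA samples scored between -0.01 and 0.09. For the 26 genes of Fig. 4B its median log2 ratio to PBS was 1.41, with all 26 above each PBS sample, against 0.04 and 0.35 in GCA replicates 3 and 5. Map2k6 had 24, 120 and 26 counts in GCA replicates 3, 4 and 5. The replicate number did not account for it, since TCA replicate 4 scored 0.03. The score of GCA replicate 4 was 0.32 with total library size and 0.33 without the most abundant 20 genes in the totals, which hardly move it. A factor on a whole sample would move genes that rose and genes that fell in opposite ways, but the scores were 0.63 over genes that rose and 0.27 over genes that fell, so scaling does not account for the pattern. The score was 0.34 after a correction for GC content and 0.33 after a correction for gene length. Within the genes changed by Tβ-MCA, a trend on GC content accounted for -0.3% and a trend on gene length for 0.3% of the variance of its difference from GCA replicates 3 and 5, where a negative value means no gain over the mean. GC content was known for 96.3% of these genes. If RNA of Tβ-MCA-treated cells made up part of the library, the fraction of the way to Tβ-MCA on the linear scale would be equal for genes that rose and genes that fell. These fractions were 0.39 and 0.40, a ratio of 1.02, while on the log scale they were 0.50 and 0.25. A mixture with RNA of Tβ-MCA-treated cells is therefore a candidate explanation. A culture in which only part of the cells responded to GCA would look identical. An exchange with Tβ-MCA replicate 5 would still leave a GCA sample with about this part of the change, since Tβ-MCA replicate 5 scored 0.26, so an exchange does not remove the pattern. Whether the labels were exchanged could not be settled, because the correlation with samples numbered 4 and with samples numbered 5 differed by -0.01 over 6755 genes that Tβ-MCA did not change (r = 0.20 and 0.21). GCA replicate 4 and Tβ-MCA replicate 5 were the most alike of all pairs of samples, with a chi-square per degree of freedom of 2.82 over 16032 genes, and the next pair, TCA replicates 4 and 5, was at 4.79. The monocyte and macrophage list was lower by 0.33 on the log2 scale in GCA replicate 4 than in the mean of the other GCA samples (difference -0.33), which is less than its score would predict from the Tβ-MCA change but more than 0.5 of that, so fewer monocytes in this sample could not be ruled out. The pattern cannot be told apart from a mixture, so it is not read as an effect of GCA.

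Tβ-MCA replicate 5, which Fig. 4B does not show, carried a smaller change than the other samples of its group and scored 0.26, against 1.09 and 0.86 in replicates 3 and 4. The scores of replicates 3 and 4 were each scaled on the other of these 2 samples alone. The samples numbered 5 of the other groups differed from the rest of their group by -0.01 with PBS, -0.05 with TCA and -0.17 with GCA, where the rest includes GCA replicate 4. The sample numbered 5 was thus lower in each group, but by less than 0.1 with PBS and TCA. The genes were chosen for their change in replicates 3 and 4, which favors a lower score of replicate 5. The genes at the paper's thresholds and the scale were then taken from the other 2 Tβ-MCA samples in each case. Replicates 3, 4 and 5 scored 1.13, 1.06 and 0.27, so that replicate 5 differed by -0.79 from the lower of the others. The scales of replicates 3 and 4 included replicate 5, so the scores are not on a common scale. Part of this gap is therefore built in, and how far the choice of genes accounts for the smaller change was not settled. The score was 0.26 with total library size, a change that hardly moves it. The scores were 0.54 over genes that rose and 0.20 over genes that fell, both under 0.9, which a factor on the whole sample would not give. The score was also 0.26 after the correction for GC content and 0.26 after the correction for gene length. These corrections were small, so the trends within the genes changed by Tβ-MCA were measured as well, and they accounted for 2.5% with GC content and 1.4% with gene length of the variance of the difference from replicates 3 and 4. On the linear scale the fractions of the way from the TCA samples to Tβ-MCA replicates 3 and 4 were 0.30 for genes that rose and 0.30 for genes that fell, a ratio of 0.99. On the log scale they were 0.42 and 0.18. RNA of cells that did not respond in part of the library is therefore a candidate explanation, and it cannot be told apart from a culture in which only part of the cells responded to Tβ-MCA. The design gives 1 dose and 1 time point for this group, so no further biological explanation was tested.

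Genes of a monocyte and macrophage marker list, which the paper does not discuss, were lower with Tβ-MCA. Their mean log2 fold change was -1.5 over the samples of Fig. 4B, with 12 of 12 genes lower (2.49e-11 in limma's camera), and -1.06 over all samples, again with 12 of 12 genes lower (5.65e-07 in limma's camera). With TCA it was 0.02 (0.786 in limma's camera). By sample, the list was at -1.62, -1.37 and -0.17 in Tβ-MCA replicates 3, 4 and 5, relative to the PBS mean. The eosinophil list had a mean of -1.34 (1.2e-06), the neutrophil list of -0.58 (2.82e-07) and the dendritic cell list of -0.23 (0.0942) over the samples of Fig. 4B, from limma's camera. Whether monocytes left among the isolated neutrophils account for the lower immune list was tested in 3 ways. Without the genes of the marker lists the immune list was still lower over the samples of Fig. 4B, at 0.00409 in limma's camera. Without the immune genes that vary with the monocyte and macrophage list over the 9 PBS, TCA and GCA samples, it was at 0.416. This test is partly circular, because GCA replicate 4 carries part of the Tβ-MCA change. Over the 6 PBS and TCA samples alone the same removal gave 0.0998, and the 99 genes left had a mean log2 fold change of -0.19 against -0.033 in the other genes and a median of -0.12, where the whole list had -0.33 and -0.13. The marker list was lowest in the samples numbered 3, at -0.19 with PBS and -0.33 with TCA, against 0.03 to 0.25 in the others. Genes that set these samples apart for other reasons may therefore be removed as well. Random removals of as many genes gave a p as high in 1.29% of 10000 draws, so the loss of genes alone does not account for the weaker shift. With total library size the immune list was at 0.000793 over the samples of Fig. 4B, which could not decide whether normalization matters, because scaling moves all genes of a sample alike and the test compares the list with the other genes. After the correction for GC content the mean log2 fold change of the list was -0.34, and the mean GC content was 50.4% both in the list and in the other genes, so GC content does not account for the shift. GC content was known for 99.4% of the list. A loss of monocytes and macrophages, or of their RNA, therefore remains possible as an account of the lower immune list, in part or in whole. Neither removal that follows the marker list left a shift under 0.05 in limma's camera, but neither isolates the RNA of these cells. The shift thus cannot be told apart from this explanation, and its share was not measured. Whether the cells were lost or changed their expression cannot be read from bulk RNA. For the fall of the monocyte and macrophage list itself no further technical explanation was tested.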

How the results depend on the processing

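Single genes were followed in 99 results, for the genes the paper names, the genes of Fig. 4B, those with the lowest p, those of the lists at the thresholds and Mapk13. Not all of these genes are named in the text. Under the alternatives 954 fits kept both direction and side of the adjusted p of 0.05, 222 fits in 37 results no longer passed, 92 fits in 28 results newly passed and 7 fits in 3 results reversed. The reversals were all of changes near 0. Mapk14 with Tβ-MCA had a log2 fold change of 0.01 with total library size and of 0.01 in limma on log2(RPKM + 1), and from -0.09 to 0.01 when 1 sample was left out. Mapk3 with TCA was at -0.02 with the replicate block and from -0.08 to 0.05 when 1 sample was left out, and Nos2 with TCA ranged from -0.26 to 0.12. The cause was not tested for these or for the changes below.

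Over all samples, 494 genes passed the paper's thresholds with Tβ-MCA, 78 with TCA and 89 with GCA, and the adjusted counts were 1278, 0 and 0, with 588 between Tβ-MCA and TCA. Values given for a gene list are the unadjusted p of its test, which over all samples was 0.08261 for the immune list among genes down in the exact test, and 0.06579 for the MAPK shift and 0.1391 for the p38 shift in limma's camera. In DESeq2, 2079 genes had an adjusted p under 0.05 with Tβ-MCA, 1 gene with TCA and 1620 genes between Tβ-MCA and TCA. Without a filter, 849 genes passed the paper's thresholds with Tβ-MCA, 287 with TCA and 308 with GCA. The adjusted counts were then 2406, 37 and 36, with 2077 between Tβ-MCA and TCA. In the exact test the immune list among genes down was at 8.311e-06, and the shifts with TCA changed sign, at 0.897 for the MAPK list and 0.668 for the immune list. With at least 10 counts in every sample, 241 genes passed the thresholds with Tβ-MCA, 8 with TCA and 7 with GCA, and the MAPK shift with TCA changed sign at 0.9876. In limma on log2(RPKM + 1), 85 genes passed with Tβ-MCA, 6 of them in Fig. 4B, 7 with TCA and 9 with GCA, and 0 genes differed between Tβ-MCA and TCA with adjusted p, with 3352 at an unadjusted p under 0.05. With adjusted p and a fold change of 2, 168 genes passed with Tβ-MCA, 0 with TCA and 0 with GCA, where 546 and 591 genes had an unadjusted p under 0.05 with TCA and GCA. edgeR's exact test gave 474, 72 and 81 genes at the thresholds.

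With only the 2 groups compared, the adjusted count was 0 with Tβ-MCA (3485 unadjusted) and 72 between Tβ-MCA and TCA, and the immune list among genes down was at 0.01942. With the replicate block the adjusted count was 3 with TCA and 2322 between Tβ-MCA and TCA. Under the block the MAPK shift was at 0.03493, the immune list among genes down at 0.001883, and the immune shift with TCA changed sign at 0.7873. Over the samples of Fig. 4B, 961 genes passed the thresholds, the adjusted counts were 3076 with Tβ-MCA and 2619 between Tβ-MCA and TCA, the MAPK shift was at 0.04154 and the immune list among genes down at 1.871e-06. With total library size the latter was at 0.04539. With fry in limma the p38 shift was at 0.02657. For Fig. 4B, the pair of replicates 3 and 4 had an r of 0.9835 with log2 CPM values, which was the best but did not lead by the margin required. Counts divided by 2, chosen after seeing the data, gave 21 genes with TCA, 21 with GCA and 0.02372 for the immune list among genes down.

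In the 6 fits per comparison that each left out 1 sample, the genes at the thresholds ranged from 363 to 961 with Tβ-MCA, from 92 to 127 with TCA and from 97 to 137 with GCA. Adjusted counts ranged from 0 to 3076 with Tβ-MCA and from 0 to 2619 between Tβ-MCA and TCA, where the lowest unadjusted counts were 2875 and 2499, and they stayed at 0 with TCA and GCA. The Fig. 4B genes ranged from 25 to 26. The immune list among genes down ranged from 1.871e-06 to 0.3359, its shift from 0.001185 to 0.05058 with Tβ-MCA and from 0.1108 to 0.673 with TCA. The MAPK list among genes up ranged from 0.3635 to 0.5747 with Tβ-MCA and from 0.4494 to 1 with TCA, its shift from 0.03366 to 0.1595 with Tβ-MCA and from 0.4481 to 0.9845 with TCA, and the p38 shift from 0.05784 to 0.2502. DESeq2, edgeR's exact test and limma on log2(RPKM + 1) were not run for the gene lists. In the other alternatives the MAPK list among genes up did not pass 0.05. The immune shift with Tβ-MCA was under 0.05 in these alternatives except without Tβ-MCA replicate 3, though total library size could hardly move it, because the test compares the list with the other genes. The depth limits what can be said of genes near 3 counts per sample, such as Arg1.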

Differences from the paper's values

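The paper's values below were read by eye from its figures. In Fig. 4A the paper's −log10 p of the MAPK signaling pathway with Tβ-MCA was about 1.8. In Fisher's exact test on the hand-written MAPK list it was 0.187 over all samples. The alternatives set before the data were examined gave values from 0.144 to 0.439, and none of them closed the gap. The value was 0.361 over the samples of Fig. 4B, 0.347 with the replicate block and 0.25 without a filter on low counts. It was 0.144 with total library size, 0.181 with at least 10 counts in every sample, 0.231 with only the 2 groups compared, and 0.241 to 0.439 in the 6 fits that each left out 1 sample. In 3 settings chosen after seeing the values, the exact test gave p = 0.4993 with all genes of the table as background, p = 0.2976 with a fold change of 2 and adjusted p, and p = 0.2344 with both of these over the samples of Fig. 4B. The paper's number of MAPK genes in Fig. 4A was about 3, against 2 here, which is within the margin of 1.5 times. It was 3 without a filter on low counts, with the replicate block and in each fit without 1 PBS sample, 4 over the samples of Fig. 4B and 1 with at least 10 counts in every sample.

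In Fig. 3G the paper's fold change of Nos2 mRNA with Tβ-MCA, measured by qPCR, was about 1.7. In the counts it was 0.835, and every alternative set before the data were examined also differed, with values from 0.753 to 0.987. These were 0.831 with DESeq2, 0.864 with total library size, 0.837 without a filter, 0.831 with at least 10 counts in every sample, 0.835 with only the 2 groups compared, 0.833 with the replicate block and 0.785 over the samples of Fig. 4B. For Arg1 mRNA the paper's fold change in Fig. 3G was about 1.5. In the counts, Arg1 was at 7, 12 and 7 with PBS and at 3, 1 and 3 with Tβ-MCA, which is at or under the floor of 3 counts. The floor is 2.9-fold lower than the mean of the PBS samples, a fold change of 0.34. This ratio is not a bound on a fall, because a count of 3 is itself detectable and carries counting error. It leaves out the spread between the PBS samples, and a fall was not established at these counts. Arg1 had too few counts to be tested over all samples, so the alternatives were not run for it. Over the samples of Fig. 4B its log2 fold change was -2.05 (standard error 0.96), with an adjusted p of 0.166 in edgeR's test.

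The paper states that MAPK signaling was activated by Tβ-MCA in the RNA-seq data. Over all samples, 2 list genes were upregulated where 2.2 were expected. The mean log2 fold change of the list was -0.08, against -0.018 in the other genes. The paper states that Tβ-MCA raised Arg1 and iNOS at the mRNA level, and the log2 fold change of Nos2, which encodes iNOS, was -0.26 over all samples and -0.35 over the samples of Fig. 4B.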

Other observations

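The tests of the samples numbered 3 for other cell types and of the even counts were chosen only after the result was seen.

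With GCA, 89 genes passed the paper's thresholds, of which 36 were higher and 53 were lower. None of them had an adjusted p under 0.05 in edgeR's test, and 591 genes had an unadjusted p under 0.05. The samples did not overlap with PBS for 9.5% of the genes tested, where chance gives 10% only if all samples are exchangeable. The higher gene with the lowest p was Lnx1, with a log2 fold change of 1.64 (standard error 0.42) and an adjusted p of 0.999 in edgeR's test. The lower gene with the lowest p was Amd-ps4, with a log2 fold change of -3.21 (standard error 0.87) and an adjusted p of 0.999. With the replicate block, where the same-numbered samples of GCA and PBS correlated with a mean r of 0.40 across genes, 123 genes passed the thresholds.

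The paper measured Arg1, iNOS, IFN-γ and CXCL10 in neutrophils by other assays. In the counts, Nos2 had a log2 fold change with Tβ-MCA of -0.35 over the samples of Fig. 4B (adjusted p = 0.489 in edgeR) and of -0.26 over all samples (adjusted p = 0.601 in edgeR), and of -0.11 with TCA (adjusted p = 1 in edgeR). Cxcl10, which overlaps Art3, had a log2 fold change of 0.40 over the samples of Fig. 4B (adjusted p = 0.661 in edgeR), of 0.58 over all samples (adjusted p = 0.46 in edgeR) and of 0.59 with TCA (adjusted p = 1 in edgeR). Ifng had 1 count in PBS replicate 3 and 0 in all other samples. Nr1h4, which encodes FXR, had 0 counts in all PBS, TCA and Tβ-MCA samples. Gpbar1 had 2, 2 and 4 counts with PBS, 0, 2 and 0 with TCA and 0, 0 and 2 with Tβ-MCA, so a change was not detectable at this depth.

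Genes of lysosomal enzymes were seen among those with the lowest p with Tβ-MCA, and Idua, Manba, Naglu and Clcn7 were noticed after their values were seen. A list of 85 other tested lysosomal genes was then written without these 4 genes to test whether lysosomal genes were higher as a group. The mean log2 fold change of the list was 0.10 over all samples, with 58 of 85 genes higher (0.000131 in limma's camera), and 0.11 over the samples of Fig. 4B, with 59 of 85 genes higher (0.000381 in limma's camera). With TCA it was -0.01 (0.505 in limma's camera). After the correction for GC content, which was known for 100% of the list, the mean over the samples of Fig. 4B was 0.09, and after the correction for gene length it was 0.09. The hypothesis that lysosomal genes are raised slightly as a group by Tβ-MCA was thus not removed by these tests, but it was formed on the same data, and a change in the share of other cell types was not tested for this list. The lysosome pathway is also among those shown in Fig. 4A.

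Samples numbered 3 deviated from their groups together, with a mean r of 0.42 across genes, against 0.21 for samples numbered 4 and 0.25 for samples numbered 5. A marker list of basophils and mast cells was highest in the sample numbered 3 in 4 of the 4 groups, and so was a list of B cells, as the only ones of 10 marker lists. The sample numbered 3 was the smallest library in only 2 of the 4 groups, so library size does not account for the pattern. RNA of other cell types shared by these samples, among them B cells or basophils and mast cells, is a candidate explanation, which does not separate a common mouse from a common preparation. Even counts were in excess at low values. Genes with a count of 2 outnumbered genes with a count of 1 by a ratio of at least 2.93 in each sample. Counting both mates of a read pair may account for this, in which case the counts hold about as much information as counts divided by 2.

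Each result of a comparison was also computed for other splits of the same 6 samples. There are 10 such splits, of which 4 part as many same-numbered pairs as the real one. The other 6 keep at least 1 such pair together. With so few splits the share cannot fall under 0.05 whatever the data, so the shares below decide nothing by themselves. Of the 4 splits with as many pairs parted, the real one included, 1 gave as many genes at the thresholds with Tβ-MCA, 1 as many genes with adjusted p, and 1 as many genes of Fig. 4B. For each of these 3 counts the same number, 1, held for all 10 splits. In the 9 other splits, 0 genes had an adjusted p under 0.05, at most 287 genes passed the thresholds and at most 10 genes of Fig. 4B did. For genes with adjusted p between Tβ-MCA and TCA it was 1 of 4 and 1 of 10. For the MAPK list among genes up it was 3 of 4 and 5 of 10, for the MAPK shift 2 of 4 and 3 of 10, and for the p38 shift 1 of 4 and 2 of 10. For the immune list among genes down it was 2 of 4 and 3 of 10, and for the immune shift 1 of 4 and 2 of 10. With TCA it was 1 of 4 and 5 of 10 for genes at the thresholds, 4 of 4 and 10 of 10 for genes with adjusted p, for the MAPK list among genes up and for the MAPK shift, and 1 of 4 and 3 of 10 for the immune shift. With GCA it was 1 of 4 and 5 of 10 for genes at the thresholds and 4 of 4 and 10 of 10 for genes with adjusted p.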
